# Brainstem-Evoked Transcription of Defensive Genes After Spinal Cord Injury

**DOI:** 10.3389/fncel.2019.00510

**Published:** 2019-11-19

**Authors:** Walter J. Jermakowicz, Melissa M. Carballosa-Gautam, Alberto A. Vitores, Ian D. Hentall

**Keywords:** spinal cord injury, mRNA, raphe magnus nucleus, electrical stimulation, rat (Brown Norway)

## Abstract

The spinal cord after injury shows altered transcription in numerous genes. We tested in a pilot study whether the nucleus raphé magnus, a descending serotonergic brainstem region whose stimulation improves recovery after incomplete spinal cord injury (SCI), can influence these transcriptional changes. Rats received 2 h of low-frequency electrical stimulation in the raphé magnus 3 days after an impact contusion at segment T8. Comparison groups lacked injuries or activated stimulators or both. Immediately following stimulation, spinal cords were extracted, their RNA transcriptome sequenced, and differential gene expression quantified. Confirming many previous studies, injury primarily increased inflammatory and immune transcripts and decreased those related to lipid and cholesterol synthesis and neuronal signaling. Stimulation plus injury, contrasted with injury alone, caused significant changes in 43 transcripts (39 increases, 4 decreases), all protein-coding. Injury itself decreased only four of these 43 transcripts, all reversed by stimulation, and increased none of them. The non-specific 5-HT7 receptor antagonist pimozide reversed 25 of the 43 changes. Stimulation in intact rats principally caused decreases in transcripts related to oxidative phosphorylation, none of which were altered by stimulation in injury. Gene ontology (biological process) annotations comparing stimulation with either no stimulation or pimozide treatment in injured rats highlighted defense responses to lipopolysaccharides and microorganisms, and also erythrocyte development and oxygen transport (possibly yielding cellular oxidant detoxification). Connectivity maps of human orthologous genes generated in the CLUE database of perturbagen-response transcriptional signatures showed that drug classes whose effects in injured rats most closely resembled stimulation without pimozide include peroxisome proliferator-activated receptor agonists and angiotensin receptor blockers, which are reportedly beneficial in SCI. Thus the initial transcriptional response of the injured spinal cord to raphé magnus stimulation is upregulation of genes that in various ways are mostly protective, some probably located in recently arrived myeloid cells.

## Introduction

Mechanical SCI causes numerous molecular, cellular and structural changes that vary in duration and onset, both at the site of injury and beyond (Dulin et al., 2015; O’Shea et al., 2017). These include changes in gene transcription that collectively and individually could influence recovery via protein synthesis and downstream molecules. It is therefore of interest to find ways to modify influential transcriptional changes by enhancing or opposing them according to their benefit or harm. Here we explore whether activity in a raphé nucleus of the hindbrain, the NRM, regulates transcription after SCI. The NRM is one of several ventral medullary nuclei that send overlapping serotonergic projections (as well as non-serotonergic projections) directly to the dorsal and ventral spinal cord, others being the nucleus raphe obscurus, nucleus raphe pallidus and the laterally adjacent paragigantocellularis and gigantocellularis nuclei (Kwiat and Basbaum, 1992; Gautier et al., 2017).

Previously, we showed that prolonged electrical stimulation of the NRM (for several days to weeks) significantly enhanced recovery from various autonomic, sensory, and motor deficits of contusional cervical or thoracic SCI in rats, while improving myelination and serotonergic innervation near the lesion (Hentall and Burns, 2009; Hentall and Gonzalez, 2012; Vitores et al., 2018). A shorter period of NRM stimulation (2 h) was found to restore injury-depleted levels in the spinal cord of cAMP and its downstream targets, phosphorylated cAMP response element-binding protein, and pPKA (Carballosa-Gonzalez et al., 2014), which cause neurotrophic effects via alterations in gene expression (Hannila and Filbin, 2008; Carballosa-Gonzalez et al., 2014; Batty et al., 2017). Stimulation of the midbrain’s median and dorsal raphé, which send ascending projections throughout the forebrain, analogously yielded partial restoration of anatomic and functional deficits following TBI in rats, as well as normalizing cAMP levels, thus establishing the generality of the idea that raphé nuclei provide central links for restorative feedback. In mice, prolonged NRM stimulation attenuated signs of experimental autoimmune encephalomyelitis, a model of MS, including cellular pathology and cytokine upregulation (Madsen et al., 2017), which further supports this idea. Our general aim in the studies cited above has been to achieve lasting, clinically significant recovery with a period of prolonged electrical DBS by evoking neurotrophic or protective effects from activated neuronal systems. In contrast, most studies of DBS for neurodegenerative conditions such as SCI, TBI, and MS have focused on the acute reversal of overt problematic signs or symptoms (e.g., pain, paralysis, altered mental status), without necessarily remedying the underlying pathology (Roy and Aziz, 2014; Shin et al., 2014; Chari et al., 2017).

Here, we examine transcriptional changes produced by NRM stimulation in rats with thoracic (T8) SCI. Stimulation was applied for 2 h to the NRM on the third day after a weight-drop SCI at segment T8. At this post-injury stage, many molecular pathways that promote plasticity and inflammation are near their peak (David and Kroner, 2011; Mao et al., 2016). The relatively brief period of stimulation, lasting just long enough for initial transcriptional effects to emerge, was followed by immediate extraction of various portions of the spinal cord and standard processing for RNA sequence analysis. Both injured and non-injured controls were studied with and without stimulation (*n* ≥ 3). Additional injured rats (*n* = 2) received stimulation after being pretreated with the non-specific 5-HT7 antagonist pimozide, to assess possible participation of serotonin release from the axon terminals of NRM neurons. The results proved surprising. Our working hypothesis was that stimulation in injured rats would induce neurotrophic transcriptional effects and predominantly reverse injury-produced changes. Instead it altered a small number of genes that are mostly concerned with inflammation and erythrocyte formation, very few of which were altered by injury alone. These findings shed new light on the brainstem’s descending modulatory influence on endogenous processes in healthy and injured spinal cord, and also identified molecules with potential for improving outcomes after SCI.

## Materials and Methods

### Animal Surgical Procedures and Treatments

All experiments were performed in accordance with the guidelines of the NIH Guide for the Care and Use of Laboratory Animals, and were approved by the University of Miami Miller School of Medicine Institutional Animal Care and Use Committee. Female young-adult Sprague-Dawley rats (220–240 g, 10–12 weeks old), obtained from Harlan Sprague-Dawley, Inc. (Indianapolis, IN, United States), were anesthetized with intraperitoneal ketamine (50 mg/kg) plus xylazine (10 mg/kg) and mounted in a stereotaxic head holder. Following a midline back incision and lateral dissection of the spinous musculature, a T8 laminectomy was performed and a moderate bilateral contusion injury was caused with a NYU-MASCIS Impactor, which applied a force by letting a 10 g rod of 2 mm diameter drop 12.5 mm centered on the midline of the spinal cord (Kearney et al., 1988). Some control animals received a laminectomy without the contusion injury. Dissected muscle layers were sutured and the skin was closed with wound clips. Animals recovered on a 37°C heating blanket. The opioid buprenorphine (0.01 mg/kg bid, subcutaneous) was given daily for analgesia and the antibiotic gentamycin (0.01 mg/kg bid, subcutaneous) to prevent infection. Bladder volume was checked daily and manually emptied.

At 72 h after the injury or sham injury, the animals were anesthetized with isoflurane (1.2% in oxygen) by face mask after induction in a glass chamber and mounted in a stereotaxic holder. A single monopolar stimulating microelectrode was placed in the brainstem by making a linear skin incision and drilling a 1.8 mm craniostomy on the midline, 2.2 mm caudal to the interaural line. To apply stimulation, a tungsten microelectrode (AC impedance 0.5 megohm, diameter 0.13 mm) was inserted into the midline NRM at the stereotaxic coordinates 2.2 mm caudal and 10 mm ventral to the interaural line (flat-skull orientation). Accuracy was confirmed by observing bilateral facial twitching 1.2–1.5 mm above the target, which disappeared once the electrode reached the NRM. This localization method was validated histologically in a previously published study (Hentall and Gonzalez, 2012). Monopolar stimulation, consisting of 8-Hz trains of cathodal pulses (30 μA, 1 ms), was given for 2 h in a 5 min, 50% duty cycle, ending in the stimulation phase. Electrodes were also placed in sham and injured control animals that did not receive the 2 h of stimulation. One injured group received pimozide by intraperitoneal injection of 1 mg/kg, 1 h prior to stimulation onset. Immediately after the stimulation period, the subdural spinal cord (including pia-arachnoid) was rapidly dissected and transversely sectioned into three 0.5 cm blocks encompassing the C4–C6, T7–T9, and L1–L3 spinal segments. The blocks were immediately placed in liquid nitrogen and stored at −80°C. Animals were euthanatized by isoflurane overdose. No adverse effects of stimulation or other treatment were seen.

### RNAseq Sample Preparation

Cervical, thoracic and lumbar regions were combined for RNA analysis. Preparation and sequencing of RNA libraries was carried out by personnel of the John P. Hussman Institute for Human Genomics at the Center for Genome Technology, University of Miami Miller School of Medicine. RNA isolated from rat spinal cords was extracted using Trizol and purified using the QIAGEN (Venlo, Netherlands) RNeasy kit, by following the kit’s standard protocol. Samples were analyzed with an Agilent Bioanalyzer (Santa Clara, CA, United States). All analyzed samples passed minimum quality and quantity threshold required for RNA sequencing, including RNA integrity score above 7.0. Mean concentration of total RNA were 0.43 μg/μl (*SD*: 0.15); the mean purity (260/280 ratio) was 2.06 (*SD*: 0.041) and was > 2.02 in all individuals. From each sample, 500 ng of total RNA was provided to an Illumina TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero (San Diego, CA, United States) to create ribosomal RNA-depleted sequencing libraries with a unique barcode. Sequencing was performed to >25 million raw reads in a single-end 75 bp sequencing run on the Illumina NextSeq500.

### Production of RNAseq Data

Raw sequence data was processed by the on-instrument Real Time Analysis software (v.2.7.7) transferred to de-multiplexed FASTQ files with the Illumina-supplied scripts in BCL2FASTQ software (v2.17). The quality of the reads was determined with FASTQC software^1^ for per base sequence quality, duplication rates, and overrepresented k-mers. Illumina sequencing adapters were trimmed from the ends of the reads using the Trim Galore! Package^2^, then aligned for *Rattus norvegicus* (Rnor_5.0) with the STAR aligner (v2.5.0a) (Dobin et al., 2013). Gene count quantification for aligned reads was performed using the GeneCounts function within STAR against the Ensembl gene build pipeline (release 79).

### Data Analysis

Experimental groups, to which rats were assigned in random order, were as follows: group A, sham injury and sham stimulation; group B, SCI and sham stimulation; group C, SCI and stimulation; group D, SCI with stimulation and pimozide; group E, sham injury with stimulation. Many subjects had also provided material for a previously published assay of cAMP, cAMP response element-binding protein and protein kinase A (Carballosa-Gonzalez et al., 2014); exceptions were one subject in group E and both subjects in group D, whose samples were contemporaneous with the rest but had not previously been assayed for publication. Within 5 experimental groups, there were 10 possible contrasts, of which 6 were analyzed (Table 1). These contrasts are named in the text by the positively changed factor followed in parentheses by the constant background. Thus, ±st(SCI) refers to the contrast of stimulation (st) with no stimulation in injured rats, ±SCI(st) contrasts injury with no injury in stimulated rats, ±pim(st/SCI) contrasts pimozide’s presence with its absence in stimulated, injured rats; ±st(0), ±SCI(0), and ±st/SCI(0) respectively contrast stimulation, injury or both with their absence (in rats with no other interventions).

**TABLE 1:** Groups and contrasts analyzed.

**Contrast: name, ratio**	**Group**	**Injury**	**Stimulation**	**Pimozide**	**Number flagged (up/down)**	**SD (difference)**
±SCI(0), B/A	B, *n* = 3	Yes	No	No	982(922/60)	1047
	A, *n* = 4	No	No	No		
±st(SCI), C/B	C, *n* = 3	Yes	Yes	No	43(39/4)	327
	B, *n* = 3	Yes	No	No		
±pim(st/SCI), D/C	D, *n* = 2	Yes	Yes	Yes	81(52/29)	601
	C, *n* = 3	Yes	Yes	No		
±st(0), E/A	E, *n* = 5	No	Yes	No	28(20/8)	226
	A, *n* = 4	No	No	No		
±st/SCI(0), C/A	C, *n* = 3	Yes	Yes	No	1150(1084/66)	854
	A, *n* = 4	No	No	No		
±SCI(st), C/E	C, *n* = 3	Yes	Yes	No	1374(1205/168)	911
	E, *n* = 5	No	Yes	No		

*The last column shows the numbers of significant differences in individual genes that were flagged by EdgeR software, according to the joint criteria FDR < 0.05 and abs(log_2_(FC)) > 1. The condition in the first row provided the numerator for FC, the second row provided the denominator. Increases [log_2_(FC) > 1] and decreases [0 < log_2_(FC) < 1] are consistently thus defined in this paper. The standard deviation (SD) was calculated from the differences in count taken over all genes. Underlining specifies the parameter(s) varied in the given contrast.*

Differential gene expression analysis was performed on the gene count data with edgeR software (Robinson et al., 2010). Gene counts were normalized against total aligned reads to generate counts-per-million for each gene in each sample. Given the relatively small sample sizes per group, the exact test implemented in EdgeR was used to determine differential expression, producing a false discovery rate (FDR) *p*-value. Significant differential expression was decided by EdgeR with joint criteria of FDR < 0.05 and a greater than 100% change: abs(log_2_(FC)) > 1, where FC is FC. For comparison, output from two other DGE software packages, DESeq2 and baySeq, was also examined (Hardcastle and Kelly, 2010; Love et al., 2014). Numbers of significant increases and decreases obtained in different contrasts were analyzed in 2 × 2 contingency tables with the two-tailed Chi-square test.

Pathway and network analyses were performed with Ingenuity Pathway Analysis (QIAGEN), using as input the lists of genes with FDR < 0.05, as determined by EdgeR. Gene ontology (biological process) analysis was performed for each set of genes meeting EdgeR cutoff criteria of abs(log_2_(FC)) > 1 and FDR < 0.05 with the DAVID^3^. Statistical overrepresentation was determined with the default settings in DAVID. Gene names used in tables were official gene symbols given by DAVID, supplemented by Gene from the United States’ NCBI.

Human orthologs of rat genes flagged in the various EdgeR contrasts were obtained from the Ensembl 2018 website (Zerbino et al., 2018). The resulting human gene list was applied to the L1000 gene expression database of the CLUE software platform (Subramanian et al., 2017). This platform produced a connectivity map that was analyzed with the Query tool to find classes of perturbagens (drugs) whose expression signatures most closely resembled those yielded by the experiments.

### Data Availability

The high-throughput sequence data is available from the GEO repository of the NCBI, accession number GSE133093. Other data relevant to the study’s conclusions are available on request from the corresponding author.

## Results

### Numbers Flagged as Upregulated or Downregulated

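RNA from the spinal cords of 17 rats in 5 groups was sequenced. Group A (sham injury and sham stimulation) held 4 rats, group B (SCI and sham stimulation) 3, group C (SCI and stimulation) 3, group D (SCI with stimulation and pimozide) 2 and group E (sham injury with stimulation) 5. The injury was a moderate contusion of the thoracic cord, and stimulation was applied for 2 h, 3 days later, through an electrode in the NRM, a serotonergic nucleus on the midline of the lower brainstem. Pimozide, which the paper describes as an antagonist of 5-HT7 and dopamine D2 receptors, was injected at 1 mg/kg before stimulation. For group E, the sample titles carry the group letter of the paper, whereas the treatment labels of the same samples call the rats unstimulated, and they were analyzed as stimulated, as the paper defines the group. Cervical, thoracic and lumbar blocks of each cord, with the pia-arachnoid, were combined before library preparation with depletion of ribosomal RNA. A count therefore averages over the lesion and the cord above and below it. The authors aligned trimmed single-end reads with STAR, counted them per Ensembl gene, and deposited the whole-number counts on 32494 genes without normalization. The counts on genes ranged from 9852873 to 13060462 in group A (median 10665360), from 10334208 to 10518498 in group B (median 10399810), from 10606401 to 11664116 in group C (median 11450054) and from 10697838 to 14137717 in group E (median 11772027). The 2 rats of group D had 13883875 and 10513421.

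Differential expression was tested with edgeR's quasi-likelihood test in one model of all 17 rats, with a coefficient for each group and TMM scaling, over the 15460 genes that passed edgeR's default filter on low counts. A gene was called at an FDR under 0.05 with an absolute log2(FC) above 1, as in the paper. The 5 groups share one estimate of the spread, so a gene that varies among intact rats needs a larger difference in every contrast. The paper's methods name edgeR's exact test on counts scaled by total aligned reads, and that pipeline was run on each pair of groups with all genes that had a count. The exact test was also run on each pair of groups alone with TMM scaling over all 32494 genes, a setting chosen after the data were seen and called the pairwise exact test here. Expression is given in CPM after TMM scaling, and the SE of a log2(FC) is its size divided by the square root of the test's F statistic. No coordinates are given, because no annotation of the genome build used by the authors was analysed here.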

A total of 32,494 transcripts with unique rat gene identification (Ensembl) numbers were analyzed. These included 1,563 micro RNAs, 1,471 small RNAs, and 22,019 experimentally confirmed protein-coding RNAs; further details are given in the Supplementary Figure 1. 

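In the fits of 2 groups at a time, DESeq2 and the pairwise exact test shared on average 72.1% of the transcripts that either called over the 6 contrasts, and DESeq2 called 73.1% of those of edgeR. The share was 87.5% of the transcripts in ±SCI(0), 88.2% in ±st/SCI(0) and 89.6% in ±SCI(st), but 55.8% in ±st(SCI), 64.6% in ±pim(st/SCI) and 46.7% in ±st(0). In the fits of all 17 rats the average fell to 60.0% of the transcripts called by either, over the 5 contrasts in which at least one was called, because in ±pim(st/SCI) and ±st(0) DESeq2 called transcripts that edgeR's quasi-likelihood test did not.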

For all six contrasts, the DGE software applications EdgeR and DESEq2 were of roughly equal leniency, and showed mean overlap of 75% for selected transcripts. The baySeq application was considerably more stringent, flagging on average 45% of those flagged by the other two software applications (Supplementary Figure 1). The following presentation is limited to results obtained with EdgeR. In the key contrasts ±st(SCI) and ±st(0), neither DESeq2 nor baySeq found any significant genes that were not flagged by edgeR.

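DESeq2 on the rats of groups B and C alone called 24 genes in ±st(SCI), each of them among the 43 of the pairwise exact test. In ±st(0), it called 16 genes against 28, of which 14 were called by both and 2 by DESeq2 alone. With all 17 rats in the fit, DESeq2 called 0 genes in ±st(SCI), where 414 genes had an unadjusted p under 0.05, and 17 in ±st(0). The baySeq application was not run here.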

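In the model of all rats, 820 genes were called in ±SCI(0), of which 787 were higher and 33 lower in the injured rats. In ±st/SCI(0) 1103 genes were called, 1036 of them higher and 67 lower, and in ±SCI(st) 1285 genes were called, 1134 higher and 151 lower. With no limit on fold change, the alternative that moved these numbers most, 1912, 3380 and 4429 genes passed the FDR. The count table lists genes by Ensembl identifier, and Table 2 and Supplementary Table 1 name 99 of the 32494 identifiers. The largest rise in ±SCI(0), among called genes with a mean of at least 1 CPM and no overlap between the groups, was that of ENSRNOG00000030187, which had 0 counts in the 4 rats of group A and a mean of 5.90 ± 2.71 CPM (SD, n = 3) in group B. With a floor of 3 counts over group A, it was at least 84.5-fold higher in group B. ENSRNOG00000010478 averaged 30.3 ± 42.9 CPM (SD, n = 3) in group B and 0.659 ± 0.531 CPM (SD, n = 4) in group A, a log2(FC) of 5.47 (SE 1.22, adjusted p = 0.0065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest fall was that of RGD1564883 (ENSRNOG00000029115), with a log2(FC) of -6.65 (SE 1.77, adjusted p = 0.021 by the same edgeR test). It had 1 count in each rat of group B and 10.6 ± 6.75 CPM (SD, n = 4) in group A, where 1 rat had only 0.760 CPM. ENSRNOG00000007319 fell from 2.45 ± 0.357 CPM (SD, n = 4) to 0.789 ± 0.0321 CPM (SD, n = 3), with an adjusted p of 0.011 by the same edgeR test.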

The contrasts ±SCI(0), ±st/SCI(0) and ±SCI(st), all of which pair intact rats with rats injured 3 days previously, revealed a large number of differentially expressed transcripts. These numbers differed significantly (pairwise Chi-squared contingency tables, *p* < 0.0001). 

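For the quasi-likelihood calls among 15460 genes, the 2-tailed Chi-squared test gave p = 3.1e-11 for ±st/SCI(0) against ±SCI(0), p = 0.00012 for ±SCI(st) against ±st/SCI(0) and p = 1.1e-25 for ±SCI(st) against ±SCI(0). For the calls of the pairwise exact test among all 32494 genes, the corresponding values were 0.00024, 6e-06 and 2.3e-16. The contingency tables count genes, which are not independent, and hold no information on the spread between rats.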

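With all rats kept, the same order of the 3 contrasts appeared in each of these tests: 982, 1150 and 1374 genes in the pairwise exact test, 1035, 1190 and 1382 in the pipeline stated in the methods, 839, 1116 and 1285 in DESeq2 over all rats, and 860, 950 and 1134 when the quasi-likelihood model held only the rats of the contrast. With each rat left out in turn, the quasi-likelihood calls ranged from 557 to 889 in ±SCI(0), from 664 to 1415 in ±st/SCI(0) and from 812 to 1554 in ±SCI(st). Leaving out rat 89 of group C gave the lowest value in the last 2 contrasts, and leaving out rat 93 of group C the highest. Without rat 89 the order was lost in the pairwise exact test, with 803 and 908 genes in the last 2 against 982 in ±SCI(0). The quasi-likelihood test gave 664 and 812 without rat 89, below the 820 of ±SCI(0), which come from the fit that kept that rat.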

Contrast ±SCI(0) showed fewer differentially transcribed genes (*n* = 982) than ±st/SCI(0) (*n* = 1150), and ±SCI(st) showed the most differentially expressed transcripts (*n* = 1374). The relatively brief interventions of 2 h of stimulation or 3 h of pimozide’s presence caused far fewer significant alterations in transcription. 

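By the quasi-likelihood test, 0 genes were called in ±st(SCI), 4 in ±pim(st/SCI) and 0 in ±st(0), with 476, 1370 and 1297 genes at an unadjusted p under 0.05. DESeq2 over the same rats called 0, 32 and 17 genes. The exact test with the other settings of the model kept called 0, 44 and 15, where 405, 1216 and 1196 genes had an unadjusted p under 0.05. The pipeline stated in the methods called 33, 74 and 25, and the pairwise exact test called 43, 81 and 28. In data simulated from these rats, with known changes in 200 of 15460 genes, the quasi-likelihood test recovered 86.5% of the changed genes of ±st(SCI) with 1 false call, and the exact test on the 2 groups 89.5% with 14 false calls. These shares are averages over the 200 genes and do not give the power for the transcripts of Table 2. The SE there in ±st(SCI) was 0.83 for S100a8 and 1.08 for Ctsg, so 0 calls do not show that nothing changed. With all groups unchanged, 20 simulations gave 1 to 16 calls of the pairwise exact test in ±st(SCI) and 7 to 26 in ±pim(st/SCI). The 4 genes called in ±pim(st/SCI), named here after their values were seen, were the protein-coding Masp1 (ENSRNOG00000001827) and 3 small RNAs, AC129753.3, AABR07021745.1 and AABR07022185.1. Masp1 had 57.1 and 68.5 CPM in the 2 rats of group D and 29.6 ± 2.46 CPM (SD, n = 3) in group C, a log2(FC) of 1.08 (SE 0.124, adjusted p = 0.0018 by edgeR's quasi-likelihood test).

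**Figure D1:**
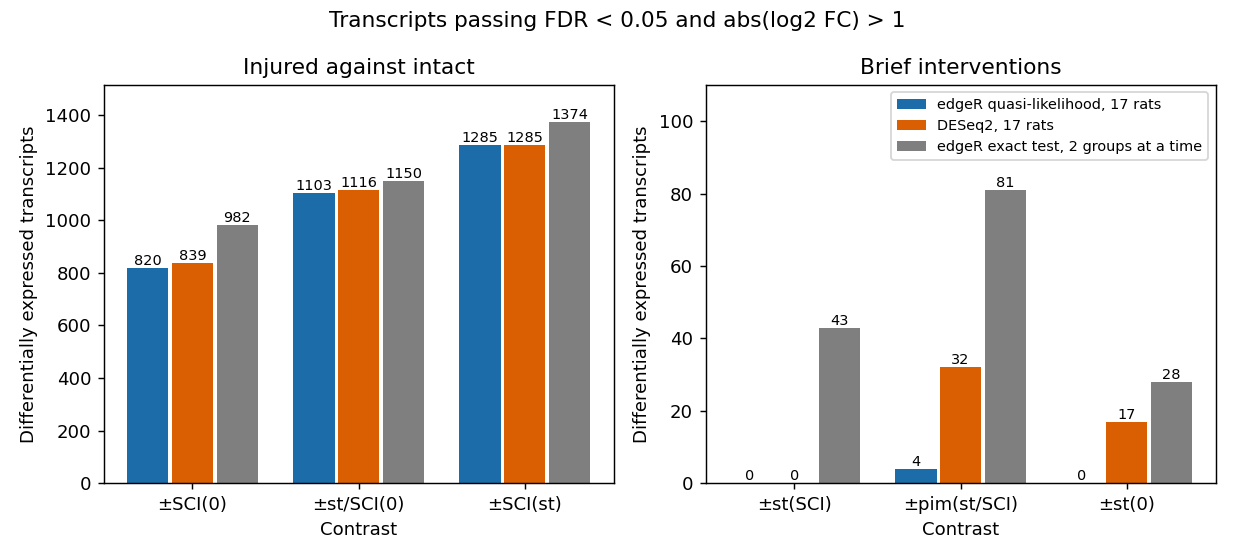
Number of genes called (vertical axis) in each of the 6 contrasts, in one panel for the contrasts of injured with intact rats and one for the contrasts of stimulation or pimozide, on separate scales that start at 0. Bars stand for edgeR's quasi-likelihood test over all 17 rats, DESeq2 over all 17 rats and the pairwise exact test on the 2 groups alone; in ±st(SCI) they reach 0, 0 and 43 genes.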

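For the 81 and 43 genes of the pairwise exact test, the Chi-squared test of ±pim(st/SCI) against ±st(SCI) gave p = 0.00088, and that of ±st(SCI) against ±st(0) gave p = 0.096. For the 4 and 0 genes called by edgeR's quasi-likelihood test, the former Chi-squared test gave p = 0.13 and Fisher's exact test p = 0.12. With each rat left out in turn, the pairwise exact test called 21 to 66 genes in ±st(SCI), 34 to 85 in ±pim(st/SCI) and 8 to 96 in ±st(0). The extremes came without rat 95 of group B and rat 93 of group C in the first, rat 76 of group D and rat 89 of group C in the second, and rats 83 and 82 of group A in the third. The quasi-likelihood test called 36 genes in ±pim(st/SCI) without rat 75 and 0 without rat 76, the 2 rats of group D.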

The numbers of genes affected in the contrast ±pim(st/SCI) (*n* = 81) was significantly different (*p* = 0.0009) from the numbers for ±st(SCI) (*n* = 43), but the latter was not significantly different (*p* = 0.10) from the contrast ±st(0) (*n* = 28). With the brief interventions, there was also less variation in the difference between counts for the paired conditions, as reflected in their standard deviations (Table 1). 

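The SD over all 32494 genes of the difference in mean count between the groups was 327 for ±st(SCI), 601 for ±pim(st/SCI) and 226 for ±st(0) when the deposited counts were used as they are, against 1047 for ±SCI(0), 854 for ±st/SCI(0) and 911 for ±SCI(st). In TMM-scaled CPM, which take out the differences in library size, the SDs were 17.7, 59.5 and 39.6 for the brief interventions and 93.7, 89.2 and 63.8 for the contrasts of injured with intact rats. Without the gene of the largest difference in each contrast they were 12.2, 40.8 and 28.1 against 66.8, 71.9 and 56.2. These SDs run over genes and measure no spread between rats.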

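Among the genes called in the model of all rats, 96.0% were higher in ±SCI(0), 93.9% in ±st/SCI(0) and 88.2% in ±SCI(st). With no limit on fold change these shares were 78.0%, 67.6% and 60.6%. Scaling by total counts in place of TMM gave 97.0% higher in ±SCI(0). The pairwise exact test called 52 genes higher and 29 lower in ±pim(st/SCI), which is 64.2% higher, 39 higher and 4 lower in ±st(SCI), which is 90.7%, and 20 higher and 8 lower in ±st(0), which is 71.4%. By the quasi-likelihood test, the 4 genes called in ±pim(st/SCI) were all higher.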

All three interventions (injury, stimulation, pimozide) consistently produced more increases than decreases in transcript counts (Table 1): pimozide [contrast ±pim(st/SCI)] revealed 64% increases, injury alone [contrast ±SCI(0)] revealed 94% increases and stimulation after injury [contrast ±st(SCI)] revealed 91% increases. Differing kinetics of decay and synthesis may in some cases have contributed to this imbalance (see section “Discussion”).

### Genes Affected by Stimulation: Responses to Injury Alone

The contrast showing the effect of stimulation in injury, contrast ±st(SCI), was of greatest importance for the goals of this study. It found that 43 transcripts, all protein-coding, had changed significantly (Table 2). 

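Each of the 43 transcripts of Table 2 had the same sign here as in the table. The 39 that increased had log2(FC) values from 1.12 to 7.13, with a median of 2.24, and in 42 of the 43 the rats of groups B and C did not overlap, which chance gives for 10% of genes that were not picked from these rats. Over the 15460 genes of edgeR's quasi-likelihood test, each of the 43 had an unadjusted p under 0.05 and an adjusted p of 1. Adjusted over the list alone, 43 of 43 passed an FDR of 0.05, but the list was chosen on these samples and this is not independent evidence. The pairwise exact test called these 43 and no other. With each of the 6 rats of groups B and C left out in turn it called 21 to 66 genes, 17 of the 43 stayed called in every fit, and the 39 stayed higher in group C. The mean log2(CPM + 0.1) of the 39 transcripts, centered on the 17 rats, was 1.65 ± 0.14 (SD, n = 3) in group C and -0.61 ± 0.15 (SD, n = 3) in group B. The difference of 2.26 gave p = 0.1 in a 2-sided exact permutation test, the smallest value that 3 rats against 3 allow. The intact rats of group A spanned a wider range, at 0.01 ± 1.22 (SD, n = 4), and those of group E were at -0.46 ± 0.75 (SD, n = 5). Of the 43, Supplementary Table 1 gives 42 as protein-coding and AABR07043200.1 as a small nucleolar RNA. It also gives AC127784.3 as protein-coding, which Table 3 lists as a small nucleolar RNA, so the type labels of these 2 are in doubt and were not settled here.

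**Figure D2:**
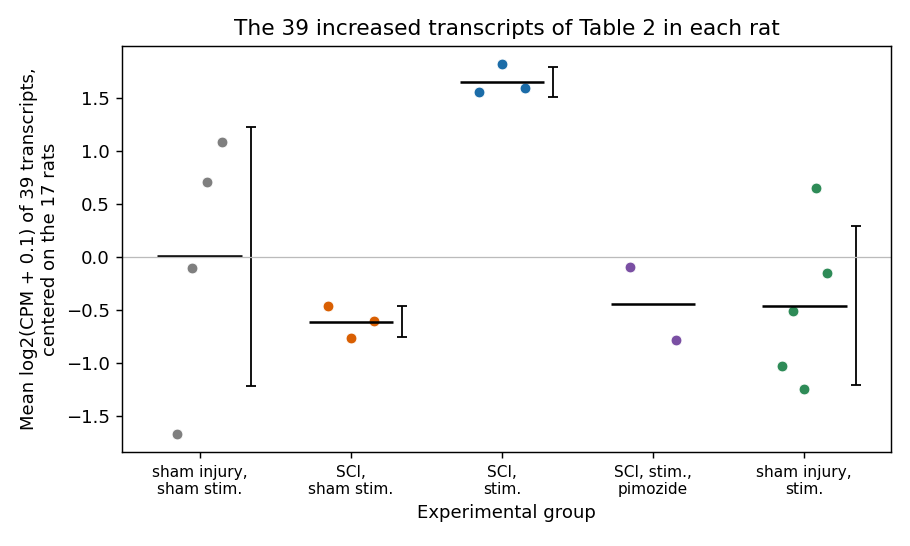
Mean log2(CPM + 0.1) of the 39 increased transcripts of Table 2 (vertical axis, centered on the 17 rats) in each rat, by group (horizontal axis); points are rats, lines are group means and bars are SDs for groups of more than 2 rats. The 3 rats of group C lie between 1.55 and 1.82 and those of group B between -0.76 and -0.46, while the 4 rats of group A spread over 2.75.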

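In ±st/SCI(0), 38 of the 39 transcripts that stimulation increased in injured rats were higher, with a median log2(FC) of 1.20, and in ±SCI(st) all 39 were, with a median of 1.96. In ±SCI(0) only 3 of the 39 were higher and the median was -1.01. The model of all rats called 8 of the 16 genes that Table 2 lists for ±st/SCI(0) and 1 of the 4 for ±SCI(0), RGD1564883, and all 20 listed values had the sign of the table. These contrasts share a group with ±st(SCI), which ties their signs together without any effect. In 20 simulations of unchanged groups, the 43 genes with the smallest p in ±st(SCI) had opposite signs in ±SCI(0) for 93.0% of genes on average and in ±SCI(st) for 7.33%.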

When one of these 43 transcripts was flagged in another contrast involving injury, the direction of the effect was consistent: for example, in the opposite direction of the effects from injury alone [contrast ±SCI(0)] and in the same direction as the effect of injury plus stimulation compared with untreated rats [±st/SCI(0)] and as the effect of injury versus sham on stimulated rats [±SCI(st)] (Table 2). However, it was notable that only 9% of injury-produced transcriptional changes [contrast ±SCI(0)], all downregulation, were reversed by NRM stimulation [contrast ±st(SCI)].

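The pairwise exact test called 4 genes in both contrasts with opposite signs, RGD1564883, Mmp13, Hba-a1 and Hbb, all lower with injury and higher with stimulation after injury. They are 0.407% of the 982 genes called in ±SCI(0) and 9.3% of the 43 called in ±st(SCI). The pipeline stated in the methods gave 3 such genes, DESeq2 on the 2 groups alone 3, and the quasi-likelihood and DESeq2 fits of all rats 0. Mmp13 (ENSRNOG00000008478) fell by 1.86 on the log2 scale in ±SCI(0) (SE 0.800, adjusted p = 0.14 by edgeR's quasi-likelihood test and 0.042 by the pairwise exact test). With 1 rat left out in turn, that call held in 3 of 7 fits of the pairwise exact test.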

**TABLE 2:** Genes altered by stimulation in injured animals, selected by contrast ±st(SCI).

**Protein (gene)**	**±SCI(0)**	**±st(SCI)**	**±pim(st/SCI)**	**±st/SCI(0)**	**±SCI(st)**
^∗^Similar to 60S ribosomal protein L12 (*RGD1564883*)	–6.63	7.12	–10.44		
^∗^Cathepsin G (*Ctsg*)		3.90	–2.26		2.55
^∗^Carbonic anhydrase I (*Car1*)		3.78	–2.49		
^∗^Defensin NP-4 precursor (*Np4*)		3.69	–2.85		2.35
^∗^Matrix metallopeptidase 13 (*Mmp13*)	–1.85	3.55	–3.17	1.70	2.41
^∗^Defensin alpha 5 (*Defa5*)		3.31	–3.36	1.83	2.45
Rh-associated glycoprotein (*Rhag*)		3.18			2.86
Pro-platelet basic protein (*Ppbp*)		2.92	–4.08	2.14	4.13
^∗^Myeloperoxidase (*Mpo*)		2.86	–2.42	1.71	2.72
^∗^Hemogen (*Hemgn*)		2.63	–2.65		2.23
^∗^Neutrophilic granule protein (*Ngp*)		2.60	–1.62	1.57	
Rh blood group, D antigen (*Rhd*)		2.54	–2.49	1.84	1.95
^∗^Defensin RatNP-3 precursor (*RatNP-3b*)		2.50	–2.99		2.70
^∗^S100 calcium binding protein A8 (*S100a8*)		2.37	–2.22	2.10	1.74
^∗^Solute carrier family 4, member 1 (*Slc4a1*)		2.36	–1.93		2.26
Elastase, neutrophil expressed (*Elane*)		2.35	–3.00		2.93
^∗^S100 calcium binding protein A9 (*S100a9*)		2.35	–1.86	1.83	1.57
Eosinophil peroxidase (*Epx*)		2.30			
^∗^Alpha hemoglobin stabilizing protein (*Ahsp*)		2.29	–2.48		2.05
Multimerin 1 (*Mmrn1*)		2.24			1.90
^∗^Cathelicidin antimicrobial peptide (*Camp*)		2.16		1.36	1.75
Erythroblast membrane-associated protein (*Ermap*)		2.10			2.08
ATP binding cassette subfam. A member 13 (*Abca13*)		2.04			1.66
Kell blood group, metallo-endopeptidase (*Kel*)		2.00			2.47
Kruppel like factor 1 (*Klf1*)		2.00		1.52	1.75
Interleukin-23 receptor-like (*LOC103690079*)		1.92	–2.74		
Nuclear factor, erythroid 2 (*Nfe2*)		1.87			1.99
Roundabout homolog 1 *(Robo-1)*		1.82		2.13	2.09
5′-aminolevulinate synthase 2 (*Alas2*)		1.75	–1.99		1.53
T-cell Ig and mucin domain containing 2 (*Timd2*)		1.71		3.25	3.08
Hemoglobin, alpha 2 (*Hba2*)		1.68	–2.03		1.28
Ficolin B (*Fcnb*)		1.65		2.71	2.70
Hemoglobin, alpha 1 (*Hba1*)	–1.11	1.61	–1.89		1.17
Beta globin minor gene (*LOC100134871*)		1.58	–1.66		1.06
Aquaporin 1 (*Aqp1*)		1.54			1.57
Hemoglobin subunit beta (*Hbb*)	–1.14	1.49	–1.66		
Erythrocyte membrane protein band 4.2 (*Epb42*)		1.45			1.31
Hemoglobin, beta adult major chain (*Hbb-b1*)		1.30	–1.89		1.20
Integrin subunit alpha 2b (*Itga2b*)		1.12			1.23
AABR07043748.1 (unmapped)		–1.47			
Solute carrier family 17 member 7 (*Slc17a7, Vglut1*)		–2.16		–2.57	–2.97
Guanylate binding protein family member 6 (*Gbp6*)		–4.50	5.56	–3.73	–4.31
AABR07043200.1 (uncharacterized)		–6.33		–6.47	–6.22

*Also listed are those additionally selected by other contrasts involving injured animals: ±SCI(0), ±pim(st/SCI), ±st/SCI(0) and ±SCI(st). Quantities are log_2_(FC). Selection was made with edgeR analysis according to the criteria abs(log_2_(FC)) > 1 and FDR < 0.05. Genes marked by ^∗^ meet the stricter criterion FDR < 0.00001. Positive numbers indicate relative upregulation by injury, stimulation, pimozide or stimulation plus injury; negative numbers represent relative downregulation.*

The effect of stimulation on injury could also be shown less directly, by comparing genes flagged as altered by stimulation plus injury, in contrast ±st/SCI(0), with those flagged by injury alone, in contrast ±SCI(0). 

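Of the 1103 genes called in ±st/SCI(0) by the quasi-likelihood test, 345 were not called in ±SCI(0), and the pairwise exact test gave 315. The difference of the 2 contrasts is ±st(SCI), in which edgeR's quasi-likelihood test called 0 genes (476 at an unadjusted p under 0.05), DESeq2 over all rats 0, the pairwise exact test 43, the pipeline stated in the methods 33 and DESeq2 on the 2 groups alone 24.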

Some genes (*n* = 315) showed altered transcription after stimulation plus injury, in contrast ±st/SCI(0), but were not affected by injury alone, in contrast ±SCI(0). 

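The quasi-likelihood test called 758 genes in both contrasts, all with the same sign, and 62 in ±SCI(0) alone. The pairwise exact test called 835 in both, 834 of them with the same sign, and 147 in ±SCI(0) alone. Mmp13 was the exception, lower in ±SCI(0) and higher in ±st/SCI(0). Both contrasts have group A as their denominator, and in 20 simulations of unchanged groups, which draw genes independently, they shared 0 to 3 called genes. Across the 15460 genes, which are not independent, their log2(FC) values correlated with r = 0.883, against a mean of 0.426 in the simulations. With 1 rat left out in turn, the number called in both by the quasi-likelihood test ranged from 530 to 804.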

Most genes (*n* = 835) were flagged by both contrasts, and some (*n* = 147) were flagged by ±SCI(0) but not ±st/SCI(0). 

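Of the 43 genes called in ±st(SCI) by the pairwise exact test, 15 were called in ±st/SCI(0) alone, 3 (RGD1564883, Hba-a1 and Hbb) in ±SCI(0) alone, 1 (Mmp13) in both and 24 in neither. With the pipeline stated in the methods, 33 genes were called in ±st(SCI), and these numbers were 11, 3, 0 and 19. With DESeq2 on the 2 groups alone, 24 genes were called and the numbers were 5, 2, 1 and 16.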

As seen in Table 2, of the 43 genes selected by contrast ±st(SCI), 15 were flagged by ±st/SCI(0) but not by ±SCI(0), 3 were flagged by ±SCI(0) but not by ±st/SCI(0) and one gene (*Mmmp13*) was flagged by both contrasts. This numerical imbalance confirms that stimulation caused changes in transcription mainly in genes that were unaffected by injury alone.

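In ±SCI(0), 9 of the 43 genes had an unadjusted p under 0.05 in the quasi-likelihood test, and in 1 of the 43 the rats of groups A and B did not overlap. In ±st/SCI(0) the corresponding numbers, for groups A and C, were 25 and 14. With 3 rats against 4, chance gives no overlap for 5.71% of genes not picked from these rats. In group A the 39 increased transcripts varied more between rats than in the injured groups, which limits what can be called in either contrast. The paper starts from the genes called after stimulation in injured rats, divides them by whether ±st/SCI(0) or ±SCI(0) also called them, finds more of the former, and from that imbalance concludes that stimulation acted mainly on genes that injury alone had left unaffected.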

### Effect of Pimozide on the Response to Stimulation

Pimozide significantly altered 58% of the genes affected by stimulation after injury. 

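By the pairwise exact test, 25 of the 43 genes (58.1%) were also called in ±pim(st/SCI). The quasi-likelihood test called 0 of them, with a smallest adjusted p of 0.17 among the 43, whereas 34 had an unadjusted p under 0.05; DESeq2 over all rats called 3 of the 25. The 39 increased transcripts were all lower with pimozide, where their median log2(FC) fell by 1.93, also with RGD1564883 at its bound; Timd2 changed least, at -0.09. The mean level of the 39 was -0.10 and -0.78 in the 2 rats of group D, a difference from group C that gave p = 0.1 in a 2-sided exact permutation test, the smallest value possible. Both rats of group D belong to the number series 69 to 76, which otherwise holds 1 rat of group A and 1 of group E, both low in these transcripts. The series was read from the rat numbers alone, and the paper describes the group D samples as contemporaneous with the others. With a term for the series in the model, the median was -0.58 and 15 of the 39 were higher with pimozide.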

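Group C is the numerator of ±st(SCI) and the denominator of ±pim(st/SCI), so that chance high values in group C give opposite signs in the 2 contrasts. All 43 genes had opposite signs in them. In 20 simulations of unchanged groups, 90.9% of the 43 genes with the smallest p in ±st(SCI) had opposite signs on average (range 81.4% to 97.7%). The number of genes called in both contrasts with opposite signs was 0 to 4 in the simulations and 26 in the data over the same genes, by the pairwise exact test. The simulations draw genes independently. When the 8 injured rats themselves were assigned to groups B, C and D in 80 ways, the median was 2 and the largest number apart from the real one 201. At least 26 such genes appeared in 6 of the 80 assignments, the real one included, so chance is not excluded.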

Despite the possibility of bias for increases over decreases described above and the low sample number (*n* = 2 rats), genes flagged in contrast ±pim(st/SCI) showed a consistent direction of effect on genes flagged in contrast ±st(SCI) (Table 2). That is, upregulation was reversed in 24 genes and downregulation was reversed in one gene.

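The gene whose decrease was reversed was Gbp6 (ENSRNOG00000002134), which had 0.0597 ± 0.0517 CPM (SD, n = 3) in group C and 0.499 and 6.09 CPM in the 2 rats of group D, a log2(FC) of 5.53 (SE 1.31, adjusted p = 0.17 by edgeR's quasi-likelihood test and 0.00068 by the pairwise exact test). Among those whose increase was reversed, Defa5 (ENSRNOG00000030093) fell from 10.3 ± 3.41 CPM (SD, n = 3) to 0.818 and 1.14 CPM, a log2(FC) of -3.37 (SE 0.890, adjusted p = 0.20 and 7.1e-09 by the same edgeR tests). RGD1564883 had 14.7 ± 4.74 CPM (SD, n = 3) in group C and 0 counts in both rats of group D, which is at least 123-fold lower with a floor of 3 counts over the group. In group E it ranged from 0 to 8.17 CPM among rats that received neither injury nor pimozide. With 1 rat left out in turn, the pairwise exact test kept the calls of RGD1564883, Mmp13, Defa5, S100a8 and S100a9 in all 5 fits, that of Gbp6 in 4, those of Mpo, Ppbp, Hba-a1 and Hbb in 3 and that of Rhd in 2. With a term for the number series of the rats in the quasi-likelihood model, S100a8 and S100a9 no longer fell, with log2(FC) values of 0.74 and 0.94.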

### Effect of Injury on the Response to Stimulation

Among rats that received stimulation, comparison of injured with intact groups, in contrast ±SCI(st), yielded further insight. A large number (*n* = 1374) of genes was flagged by ±SCI(st), most of which (36 of 43) were also flagged by contrasting stimulation with no stimulation, ±st(SCI) (Table 2). 

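The quasi-likelihood test called 32 of the 36 genes that Table 2 lists for ±SCI(st), and the pairwise exact test all 36. The 4 not called included S100a8 (log2(FC) of 1.75, adjusted p = 0.062) and S100a9 (1.58, adjusted p = 0.073), which varied among the rats of group E, by edgeR's quasi-likelihood test. In 33 of the 43 genes groups C and E did not overlap, which chance gives for 3.57% of genes not picked from these rats. Group C is the numerator of both contrasts, and 0 to 3 genes were called in both in 20 simulations of unchanged groups. Those simulations draw genes independently and hold no effect of injury. They therefore do not give the overlap that sharing group C would cause here, and chance is not excluded by them.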

Injury thus profoundly alters the response to stimulation. 

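The effect of stimulation in injured rats was compared with that in intact rats by the interaction (C - B) - (E - A) in the model of all rats. For the 39 increased transcripts its median was 2.60 on the log2 scale and all 39 were above 0. The list was chosen for its effect in injured rats, so this median is no independent evidence. Over single genes, edgeR's quasi-likelihood test called 0 genes in the interaction, with 635 at an unadjusted p under 0.05 and a smallest adjusted p of 0.80, and DESeq2 called 0, with 585. In intact rats 7 of the 39 were higher with stimulation, with a median log2(FC) of -0.63, and the difference in their mean level of -0.46 gave p = 0.49 in a 2-sided exact permutation test.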

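None of the 28 genes called in ±st(0) by the pairwise exact test was among the 43 called in ±st(SCI), and the same held for the 25 and 33 genes of the pipeline stated in the methods. Without rat 82 of group A, 96 genes were called in ±st(0) by the pairwise exact test and 49 by the quasi-likelihood test.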

Confirming this conclusion, the transcriptional response of intact rats to stimulation, as determined by contrast ±st(0), yielded a list of 28 flagged genes (Table 3), none of which was among those significantly affected by stimulation in injured rats [±st(SCI)]. 

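Supplementary Table 1 gives the identifiers of 6 of the small RNAs that Table 3 lists, and all 6 were higher in group E than in group A. AABR07021745.1 (ENSRNOG00000057562) had 5.58 ± 2.30 CPM (SD, n = 5) in group E and 1.30 ± 1.02 CPM (SD, n = 4) in group A, a log2(FC) of 2.03 (SE 0.462, adjusted p = 0.26 by edgeR's quasi-likelihood test, 0.0014 by the pairwise exact test and 0.015 by DESeq2). AC129753.3 (ENSRNOG00000056054) had 6.89 ± 2.10 CPM (SD, n = 5) against 2.02 ± 1.43 CPM (SD, n = 4), a log2(FC) of 1.71 (SE 0.341, adjusted p = 0.24 by edgeR's quasi-likelihood test). The log2(FC) was 1.23 for AC097575.3 and AABR07050379.1 and 1.07 for AABR07036645.1, and AC127784.3 lay between these and AABR07021745.1. Rat 82 of group A, which was not stimulated, had the highest value of its group in each of the 6. Over the 32 small RNAs that Supplementary Table 1 lists as higher with pimozide, the mean level was 1.68 higher on the log2 scale in group E than in group A (2-sided exact permutation test, p = 0.016).

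**Figure D3:**
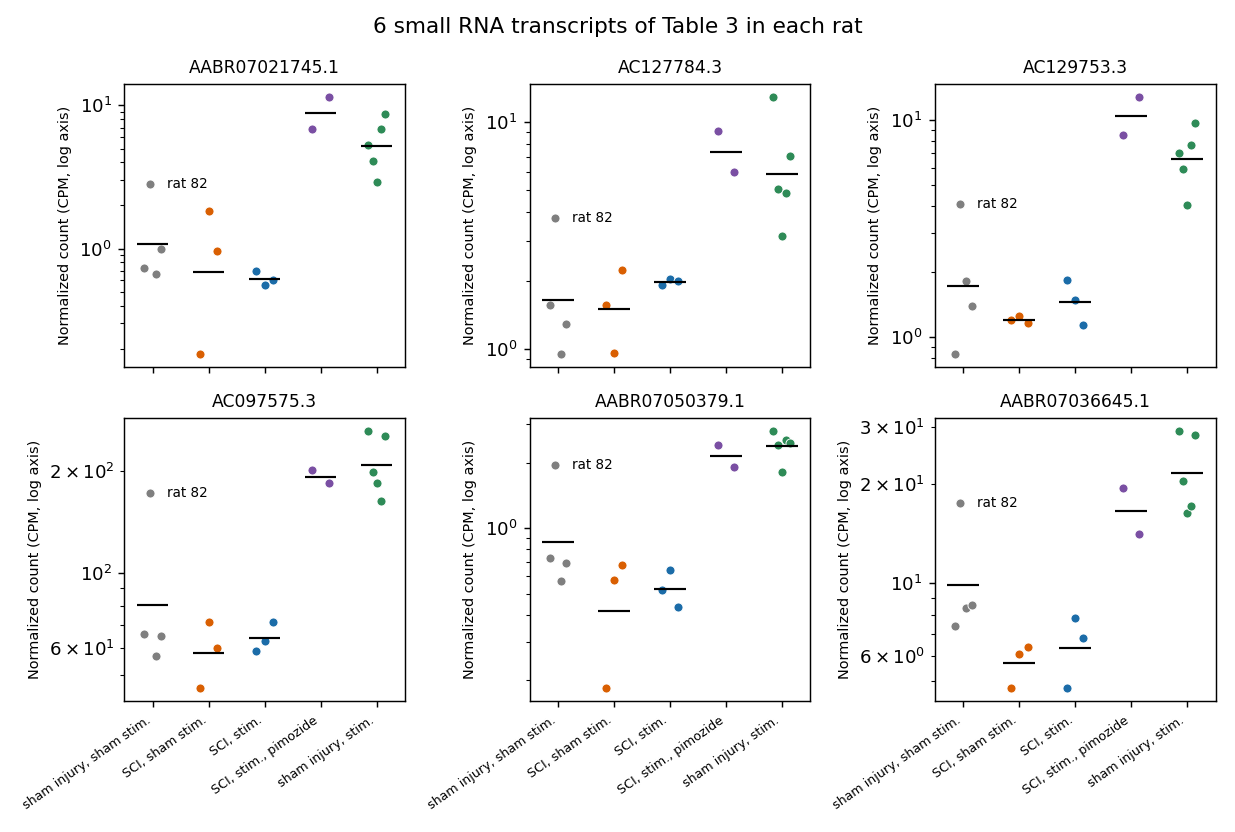
CPM (vertical axis, logarithmic) of the 6 small RNAs of Table 3 that could be matched, one panel each, in every rat by group (horizontal axis); points are rats, lines are geometric means and rat 82 of group A is marked. In each panel rat 82 lies above the other rats of group A, and groups D and E lie above groups B and C.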

Many genes flagged by ±st(0) were not protein-coding: 10 were genes for small RNAs. 

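By the pairwise exact test, 6 of the 28 genes called in ±st(0) were also called in ±pim(st/SCI) and 4 in ±SCI(0). The 6 were the matched small RNAs, each higher in both contrasts. In ±pim(st/SCI), AABR07021745.1 had 6.84 and 11.5 CPM in the rats of group D and 0.619 ± 0.072 CPM (SD, n = 3) in group C, a log2(FC) of 3.86 (SE 0.636, adjusted p = 0.048 by edgeR's quasi-likelihood test). AC129753.3 had 8.48 and 12.8 CPM against 1.48 ± 0.348 CPM (SD, n = 3), a log2(FC) of 2.84 (SE 0.446, adjusted p = 0.048 by the same edgeR test). Table 3 names 4 genes with a value in ±SCI(0) but gives no identifiers, and the 4 found here were not matched to them.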

Unlike in injured rats, significant effects of stimulation in intact rats were in the same direction as the effects (when present) of injury and pimozide (Table 3).

**TABLE 3:** Genes selected by contrast ±st(0) (effect of stimulation in non-injured rats).

**Gene name**	**Transcript type**	**±st(0)**	**±pim(st/SCI)**	**±SCI(0)**
AABR07007730.1 (unmapped)	Processed_pseudogene	6.01		6.87
Kallikrein B1 (*Klkb1*)	Protein_coding	5.73		6.22
Rn50_X_0694.1 (unmapped)	Processed_pseudogene	5.70		
Similar to Tpi1 protein (*RGD1563601*)	Processed_pseudogene	3.77		
AABR07021745.1 (unmapped)	Small nuclear RNA	2.05	3.87	
Prothymosin alpha (*Ptma*)	Protein_coding	1.99		
AC127784.3 (unmapped)	Small nucleolar RNA	1.79	1.94	
Neutrophil immunoglobulin-like receptor 1 (*Nilr1*)	Protein_coding	1.77		3.45
AC129753.3 (unmapped)	Small nucleolar RNA	1.73	2.84	
Leukocyte immunoglobulin-like receptor (*Lilrb3*l)	Protein coding	1.71		2.99
AABR07067449.1 (unmapped)	Small nucleolar RNA	1.51		
AC118113.1 (unmapped)	Small nucleolar RNA	1.46		
AC112093.1 (unmapped)	Small nucleolar RNA	1.25		
AC097575.3 (unmapped)	Small nuclear RNA	1.24	1.58	
AABR07005613.1 (unmapped)	Miscellaneous_RNA	1.22		
AABR07050379.1 (unmapped)	Small nuclear RNA	1.22	2.02	
AABR07072283.4 (unmapped)	Small Cajal body-specific RNA	1.18		
Flavin containing monooxygenase 3 (*Fmo3*)	Protein coding	1.15		
Ribosomal_L22 domain containing protein (*RGD1359290*)	Protein coding	1.10		
AABR07036645.1 (unmapped)	Small nucleolar RNA	1.08	1.39	
AC094643.2 (unmapped)	Protein coding	–1.02		
ATPase subunit 8 (*mt-Atp8*)	Protein coding	–1.04		
Early growth response 1 (*Egr1*)	Protein coding	–1.07		
Cytochrome b (*mt-Cyb*)	Protein coding	–1.12		
NADH dehydrogenase subunit 2 (*mt-Nd2*)	Protein coding	–1.20		
NADH dehydrogenase subunit 4L (*mt-Nd4l*)	Protein coding	–1.52		
TNF receptor superfamily member 14 (*Tnfrsf14*)	Protein coding	–2.03		
Major intrinsic protein of lens fiber (*Mip*)	Protein coding	–3.01		

*Their transcript type is also listed shown. Quantities shown are log_2_(FC), as in Table 2. Genes that additionally showed significant effects of pimozide [±pim(st/SCI)] or untreated injury [±SCI(0)] are indicated in the adjacent columns.*

### Genes of Interest

Individual genes of greatest interest for understanding the effect of NRM stimulation on SCI are those flagged by all of the three contrasts that involved stimulation (without pimozide) in injury: ±st(SCI), ±SCI(st) and ±st/SCI(0). Twelve of these genes were increased by stimulation: *Mmp13*, *Defa5*, *Ppbp*, *Mpo*, *Rhd*, *S100a8*, *S100a9*, *Camp*, *Klf1*, *Robo-1*, *Timd2*, and *Fcnb*. Of these 12 genes, 7 also passed the considerably more restrictive filtering criterion of FDR < 0.00001, and all except one of these (*Camp*) was reversed by pimozide (Table 2). 

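In ±st(SCI) the log2(FC) of these genes ran from 3.55 for Mmp13 (SE 0.789) through 3.30 for Defa5 (SE 0.768) and 2.85 for Mpo (ENSRNOG00000008310, SE 0.724) to 1.65 for Fcnb (ENSRNOG00000009342, SE 0.477). All 12 separated the rats of groups B and C and had an adjusted p of 1 in edgeR's quasi-likelihood test over all rats. In ±st/SCI(0) edgeR's quasi-likelihood test called Timd2 (log2(FC) of 3.24, adjusted p = 0.0023), Fcnb (log2(FC) of 2.70, adjusted p = 0.00066), Ppbp, Robo-1, Defa5, Rhd and Klf1. Mmp13 (adjusted p = 0.057), Mpo (0.052), S100a8 (0.052), S100a9 (0.067) and Camp (0.095) were above the threshold in that edgeR test. In ±SCI(st) it called all 12 apart from S100a8 and S100a9. With each rat of groups B and C left out in turn, the pairwise exact test kept Mmp13, Defa5, Mpo, Rhd, S100a8, S100a9 and Camp in all 6 fits of ±st(SCI), Ppbp, Klf1, Robo-1 and Fcnb in 3 and Timd2 in 1.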

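By the pairwise exact test, 6 of the 12 genes had an adjusted p under 1e-05 in ±st(SCI): S100a8 (1.9e-18), S100a9 (3.1e-17), Mmp13 (2e-16), Defa5 (9.9e-13), Mpo (1.1e-08) and Camp (5.6e-07). These 6 carry the asterisk in Table 2. The next was Rhd, with an adjusted p of 0.00024 by the same edgeR test. In ±pim(st/SCI), 5 of the 6 were called lower, and Camp had a log2(FC) of -1.80 with an adjusted p of 0.16 by the pairwise exact test.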

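Slc17a7 (ENSRNOG00000020650) had 0.661 ± 0.550 CPM (SD, n = 3) in group C, 2.96 ± 0.753 (SD, n = 3) in group B, 3.99 ± 1.70 (SD, n = 4) in group A and 5.22 ± 1.87 (SD, n = 5) in group E. It fell by 2.16 on the log2 scale in ±st(SCI) (SE 0.575, adjusted p = 1 by edgeR's quasi-likelihood test and 0.0036 by the pairwise exact test), with a log2(FC) of -2.59 in ±st/SCI(0) (SE 0.540, adjusted p = 0.0028 by the former) and -2.98 in ±SCI(st) (SE 0.520, adjusted p = 0.00056 by the former). Gbp6 had a log2(FC) of -4.51 in ±st(SCI) (SE 1.36, adjusted p = 1 and 0.00082 by the same edgeR tests). AABR07043200.1 (ENSRNOG00000058276) had 0 counts in the 3 rats of group C, and also in at least 1 rat of each other group. Its mean of 0.913 ± 0.835 CPM (SD, n = 3) in group B was at least 10.3-fold higher, with a floor of 3 counts over group C. The pairwise exact test kept that call in 1 of the 6 fits that left out a rat, and kept those of Slc17a7 in 3 and Gbp6 in 5.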

Three genes that were flagged in these three contrasts were decreased by stimulation: *Slc17a7*, *Gbp6* and the uncharacterized *AABR07043200.1*, of which only the decrease in *Gbp6* was reversed by pimozide. Figure 1 shows the normalized counts for all 5 experimental conditions of the key characterized genes that were upregulated or down-regulated.

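Group means show where the intact rats lay. S100a8 (ENSRNOG00000011557) had 29.3 ± 6.32 CPM (SD, n = 3) in group C, 5.67 ± 0.433 (SD, n = 3) in group B, 6.89 ± 8.32 (SD, n = 4) in group A and 8.80 ± 8.27 (SD, n = 5) in group E, and 5.36 and 7.06 in group D. S100a9 (ENSRNOG00000011483) had 41.7 ± 9.97 CPM (SD, n = 3) in group C, 8.20 ± 2.06 (SD, n = 3) in group B, and 11.8 ± 12.4 (SD, n = 4) in group A, and ranged from 2.72 CPM upward in group E. Single intact rats reached 29.7 CPM in group A and 34.2 CPM in group E, the latter above the lowest rat of group C at 32.6 CPM. Mmp13 had 8.94 ± 1.01 CPM (SD, n = 3) in group C, 0.749 ± 0.603 (SD, n = 3) in group B, 2.73 ± 1.90 (SD, n = 4) in group A and 1.69 ± 1.48 (SD, n = 5) in group E, which are counts of 91 to 114 per rat in group C and 1 to 14 in group B.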

**FIGURE 1:**
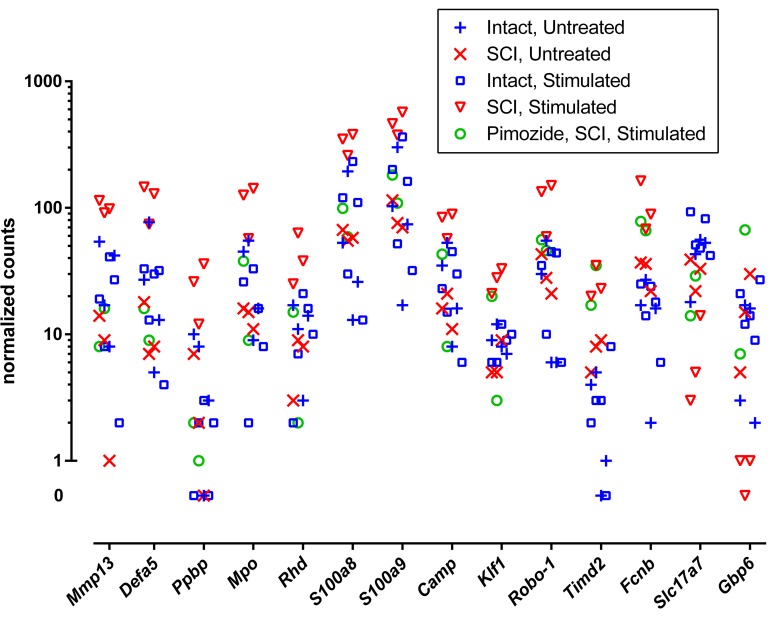
Normalized RNA molecular counts from individual rats for 14 characterized genes identified as prominently up-regulated (*n* = 12) or down-regulated (*n* = 2) by stimulation. The included genes were those flagged by all three contrasts ±st(SCI), ±SCI(st) and ±st/SCI(0), as listed in Table 2. The vertical axis is scaled logarithmically and log zero values (equal to –∞) are presented separately off-scale.

Few sRNA and miRNA genes underwent significantly altered transcription under any experimental condition. *Mir100* was down-regulated in the contrasts ±SCI(0) and ±SCI(st). *Mir3593* was down-regulated in the contrast ±SCI(st). Finally *Mir6326*, *Mir675*, and *Mir21* were up-regulated in the contrast ±SCI(st).

### Inferred Pathways and Biological Processes

Injury primarily increased inflammatory and immune transcripts and decreased those related to lipid and cholesterol synthesis and neuronal signaling, confirming previous reports (Bareyre and Schwab, 2003; Chamankhah et al., 2013; Shi et al., 2017). This was seen in the top canonical pathways determined with Ingenuity Pathway Analysis (Table 4) and in DAVID gene ontologies (biological process) for the contrast ±SCI(0) (some of which are listed in Table 5). 

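Of the 43 transcripts, 12 were grouped here by the protein names of Table 2 and the paper's discussion as proteins of neutrophils, eosinophils and their granules (Ctsg, Np4, Defa5, Mpo, Ngp, RatNP-3b, S100a8, S100a9, Elane, Epx, Camp and Fcnb). All 12 were higher in group C than in group B, with a median log2(FC) of 2.43. As increases of Table 2 they were picked for this direction in the same rats. Neither the median nor the difference in mean level is therefore independent evidence. Their mean level differed by 2.52 on the log2 scale (2-sided exact permutation test, p = 0.1, the smallest possible). Among the 4 untreated rats of group A the same mean ranged over 4.01, more than that difference. Pathway enrichment was not repeated here.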

Stimulation after injury had a major effect on pathways concerned with defense responses to lipopolysaccharides and various microorganisms (fungi, bacteria, yeast, viruses) and related inflammatory and immune responses (Tables 4, 5). Many of these same pathways were among the principal targets of pimozide. Also prominent among the pathways affected by stimulation in injury were erythrocyte development, oxygen transport and heme biosynthesis (Tables 4, 5). On the other hand, stimulation without injury, contrast ±st(0), had its largest effects on the canonical pathways for oxidative phosphorylation and mitochondrial dysfunction, with little influence on inflammatory and immune processes (Table 4). 

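The same 12 transcripts were all lower with pimozide, with a median log2(FC) of -2.25. They were picked for high values in group C, the denominator here, which favors a fall without any effect. Their mean level, centered on the 17 rats, was -0.74 and 0.20 in the 2 rats of group D and at least 1.41 in the rats of group C (2-sided exact permutation test, p = 0.1, the smallest that 2 rats against 3 allow). A term for the number series of the rats changed the sign of S100a8 (0.74), S100a9 (0.94), Camp (0.26) and Fcnb (1.48). Defa5 and Mpo kept theirs.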

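A further 16 of the 43 transcripts were grouped here as proteins of red blood cells and their precursors (Car1, Rhag, Hemgn, Rhd, Slc4a1, Ahsp, Ermap, Kel, Klf1, Alas2, Hba-a1, Hba-a2, Hbb, Hbb-b1, LOC103694857 and Epb42). All 16 were higher in group C than in group B, with a median log2(FC) of 2.00. They too were picked as increases in these rats, which fixed the direction in advance. Hba-a1 (ENSRNOG00000029886) had 370 ± 231 CPM (SD, n = 3) in group C, 122 ± 23.5 (SD, n = 3) in group B and 263 ± 142 (SD, n = 4) in group A, a log2(FC) of 1.61 in ±st(SCI) (SE 0.493, adjusted p = 1 by edgeR's quasi-likelihood test and 0.00082 by the pairwise exact test). Hbb (ENSRNOG00000058105) had 318 ± 183 CPM (SD, n = 3) in group C and 113 ± 21.3 (SD, n = 3) in group B, a log2(FC) of 1.49 (SE 0.512, adjusted p = 1 and 0.0014 by the same edgeR tests). With 1 rat left out in turn both calls held in 3 of 6 fits of the pairwise exact test. The globin genes are near-identical copies whose reads the counting could have split or left out, so their separate values are uncertain.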

The DAVID gene ontologies (biological process) for contrast ±st(0) found that only two terms reached (weak) significance: “response to hyperoxia” and “regulation of apoptotic process.”

**TABLE 4:** Top canonical pathways indicated by IPA for the effects of injury alone [±SCI(0)], of stimulation after injury [±st(SCI)], stimulation on intact rats [±st(0)], and of pimozide on injured, stimulated rats [±pim(st/SCI)].

**Pathway**	***p*-Value**	**Overlap**
**±SCI(0) up-regulated**		
EIF2 signaling	4.59E−27	35.3% 78/221
TREM1 signaling	1.98E−16	45.3% 34/75
Role of macrophages, fibroblasts, and endothelial cells in rheumatoid arthritis	1.90E−14	23.6% 73/309
Fc receptor-mediated phagocytosis in macrophages and monocytes	7.15E−14	37.6% 35/93
Role of pattern recognition receptors in recognition of bacteria and viruses	1.75E−13	31.4% 43/137
**±SCI(0) down-regulated**		
Superpathway of cholesterol biosynthesis	9.06E−18	60.7% 17/28
Cholesterol biosynthesis I	1.56E−12	76.9% 10/13
Cholesterol biosynthesis II (via 24,25-dihydrolanosterol) 1.56E−12	1.56E−12	76.9% 10/13
Cholesterol biosynthesis III (via desmosterol)	1.56E−12	76.9% 10/13
Synaptic long term depression	1.43E−09	16.4% 24/146
**±st(SCI)**		
Role of IL-17A in psoriasis	2.13E−04	15.4% 2/13
Osteoarthritis pathway	5.34E−03	1.4% 3/211
Tetrapyrrole biosynthesis II	8.40E−03	20.0% 1/5
Heme biosynthesis II	1.51E−02	11.1% 1/9
Atherosclerosis signaling	1.94E−02	1.6% 2/127
**±st(0)**	**±st(SCI)**	**±st(SCI)**
Oxidative phosphorylation	1.21E−11	7.3% 8/109
Mitochondrial dysfunction	4.54E−10	4.7% 8/171
Sirtuin signaling pathway	9.91E−06	2.1% 6/291
Glycine degradation (creatine biosynthesis)	3.46E−03	50.0% 1/2
MSP-RON signaling pathway	6.92E−03	2.8% 2/72
**±pim(st/SCI)**		
Role of IL-17A in psoriasis	2.38E−04	15.4% 2/13
G protein signaling mediated by tubby	1.48E−03	6.2% 2/32
Tec kinase signaling	3.41E−03	1.8% 3/170
RhoGDI signaling	3.82E−03	1.7% 3/177
Agranulocyte adhesion and diapedesis	4.72E−03	1.6% 3/191

**TABLE 5:** Gene Ontology terms (biological process, GOTERM_BP_DIRECT) found to be enriched in by stimulation after injury [±st(SCI)] or its modification by pimozide [±pim(st/SCI)].

**Term**	**GO number**	**±st(SCI)**	**±pim(st/SCI)**	**±SCI(0)**
Defense response to fungus	0050832	6.52E−08	6.74E−08	
Erythrocyte development	0048821	1.60E−07	5.81E−04	
Oxygen transport	0015671	4.25E−06	6.20E−06	
Leukocyte migration involved in inflammatory response	0002523	2.02E−04	1.86E−04	
Defense response to bacterium	0042742	3.44E−04	3.83E−03	1.62E−02
Negative regulation of growth of symbiont in host	0044130	3.59E−04	1.33E−02	
Hydrogen peroxide catabolic process	0042744	3.61E−04	3.31E−04	
Killing of cells of other organism	0031640	4.36E−04	5.04E−04	
Ammonium transport	0015696	2.69E−03		
Ammonium transmembrane transport	0072488	4.14E−03		
Response to lipopolysaccharide	0032496	6.48E−03	7.80E−04	1.98E−09
Chronic inflammatory response	0002544	7.43E−03		
Cellular oxidant detoxification	0098869	8.26E−03	8.18E−03	
Response to yeast	0001878	8.55E−03		
Response to hydrogen peroxide	0042542	1.02E−02	1.08E−02	
Defense response to Gram-positive bacterium	0050830	1.55E−02		2.67E−07
Innate immune response	0045087	3.20E−02	9.36E−05	1.86E−13
Antibacterial humoral response	0019731	3.23E−02		
Response to virus	0009615		7.13E−04	4.20E−04
Defense response to virus	0051607		3.64E−03	1.07E−08

*Terms were obtained with DAVID 6.8. Those additionally enriched by injury in untreated rats [±SCI(0)] are also listed. The input data for DAVID came from gene lists containing both up-regulated and down-regulated genes that met the EdgeR criteria abs(log_2_(FC)) > 1 and FDR < 0.05. Values shown are Benjamini probabilities, which were applied to the enrichment criterion *p* < 0.05.*

### Resemblances of Expression Patterns to Perturbation With Drug Classes

The L1000 gene expression database of the CLUE software platform (clue.io) (Subramanian et al., 2017) was used to ascertain drug classes whose actions on cell cultures resembled to some quantifiable degree the effect of NRM stimulation on SCI. Human orthologs of the rat genes flagged in the two EdgeR contrasts ±st(SCI) and ±pim(st/SCI) were obtained from the Ensembl 2018 website (Zerbino et al., 2018). From the contrast ±st(SCI), which had flagged 43 rat genes, 37 human orthologous genes could be identified, and from the contrast ±pim(st/SCI), which originally yielded 81 rat genes, 65 human orthologous genes were identified (Supplementary Table 1). These two human gene lists were input to the CLUE Query tool to probe the database connectivity map, constructed from genetic changes in various human cell culture lines in response to diverse drugs. The classes of perturbagens (drugs) whose expression signatures most closely resembled those obtained in the experiments are listed in Table 6. The similarity score for the ±pim(st/SCI) contrast was reversed so that the absence of the drug pimozide was designated as the positive effect. High similarity (>98%) was reached in both contrasts by four perturbagen classes: PPAR agonists, angiotensin receptor antagonists, glucocorticoid receptor agonists, and nucleoporin loss of function (LOF).

**TABLE 6:** Perturbagens (pharmacologic and genetic) whose expression signatures most closely resemble the effect of stimulation after injury and its modification by pimozide.

**Drug class**	**% similarity**	**−(% similarity)**
	**±st(SCI)**	**±pim(st/SCI)**
PPAR receptor agonist	99.78	99.97
Nucleoporin LOF	99.59	99.73
Phospholipases GOF	99.46	81.78
Structural maintenance of chromosomes proteins LOF	99.40	<80%
Angiotensin receptor antagonist	99.02	99.22
Wnt family GOF	98.55	96.27
SRC inhibitor	98.53	<80%
Potassium channel blocker	98.37	<80%
Glucocorticoid receptor agonist	98.24	98.48
Imidazoline ligand	97.9	<80%
Bacterial DNA gyrase inhibitor	97.87	<80%
SRY LOF	97.61	93.55
NFkB pathway inhibitor	97.14	87.87
HMGCR inhibitor	96.44	<80%
FOS transcription factor family GOF	96.18	99.8
Heat shock 70 kDa proteins LOF	95.71	<80%
Proteasome pathway LOF	95.30	<80%
NKL subclass homeoboxes and pseudogenes LOF	94.86	<80%
Serine proteases GOF	94.59	98.28
Na-K-Cl transporter inhibitor	94.5	88.32

*The genes flagged as affected by stimulation in injury [contrast ±st(SCI)], as listed in Table 2, were converted to their human equivalents, if known, and fed to the Query function of the CLUE software platform (clue.io) (Subramanian et al., 2017). The genes flagged as affected by pimozide in rats that were both stimulated and injured [contrast ±pim(st/SCI)] were similarly processed, but their effects were reversed (i.e., similarity scores were multiplied by −1). GOF, genetic gain of function; LOF, genetic loss of function.*

## Discussion

### General Observations and Technical Considerations

The effect of the NRM, or indeed of any brainstem system, on transcription in the spinal cord has not previously been reported. Here we show that transcriptional changes occurred in the first 2 h of NRM stimulation in a small fraction of the total genome. A longer period of stimulation probably could have produced more changes, as seen with the 3-day injury period and even with the 3-h presence of pimozide. The effect of the NRM stimulation differed completely between injured and normal spinal cord. The changes due to stimulation were for the most part not reversals (or enhancements) of those caused by injury alone, and thus implicate a distinct set of genes. In SCI, stimulation affected primarily transcription in genes with defensive immune functions. Other notable changes were in genes involved in erythrocyte development, such as constituent molecules of hemoglobin. There was a paucity of neuron-specific effects. These general findings lead to a somewhat revised and more complex model of the NRM’s repair effect, with defensive and protective processes preceding (and perhaps permitting or evoking) the regenerative benefits of stimulation.

The validity of the findings and their interpretation must take into account the low numbers in each group. Low numbers are not uncommon in RNAseq studies, typically imposed by costs and by other external factors. A study of biological replicate numbers with various DGE software applications (Schurch et al., 2016), found that EdgeR, DESeq2, and baySeq can all produce satisfactory and mutually consistent conclusions with as few as three replicates, given a < 5% false discovery rate and a fold change of ±50% [or abs(log2(FC)) > 0.58]. Here, we applied a more restrictive criterion for fold change of ±100% [abs(log_2_(FC)) > 1] along with the < 5% false positive rate, and all groups except pimozide treatment consisted of > = 3 rats. Further strengthening the conclusions, the core list of altered genes (Figure 1, see section “Genes of Interest”) was derived from three paired contrasts that utilized all but two of the studied animals (*n* = 15). Thus the early changes in gene transcription found with NRM stimulation in injured animals can be specified with reasonable certainty. However, the findings strictly apply to female rats only, under conditions of treatment with buprenorphine, gentamycin and halothane, and the possibility remains of different genes emerging from contrasts made under other conditions or in other types of subject.

Pimozide is an antipsychotic drug that acts as an antagonist with a high affinity for both 5-HT7 receptors and for dopamine D2 subtype receptors (Roth et al., 1994). In the two subjects tested with pimozide, the drug consistently blocked and never enhanced the effects of stimulation in injury on individual genes. The descending pathways from the NRM are strongly serotonergic whereas dopaminergic projections are not prominent in the spinal cord and their cell bodies are distant to the site of stimulation (van Dijken et al., 1996). Thus the results with pimozide suggest that the effect of NRM stimulation after SCI was mediated in many genes by serotonin release, while a role for dopamine release is unlikely. The relatively rapid effect of pimozide in reversing gene expression induced by 2 h of NRM stimulation in SCI is likely to have occurred at the level of post-synaptic 5-HT7 receptors in the spinal cord. These receptors have been implicated in anti-inflammation, repair, and neuroplasticity at various CNS sites including the spinal cord (Kvachnina et al., 2005; de las Casas-Engel et al., 2013; Carballosa-Gonzalez et al., 2014; Di Pilato et al., 2014; Volpicelli et al., 2014; Fields and Mitchell, 2015). However, an action of pimozide at other CNS sites or other organs, which then indirectly causes a block of the influence of NRM stimulation on RNA synthesis in the spinal cord appears unlikely.

Measurements made after the 2 h time window of stimulation or after 3 days of injury represent snapshots of dynamic processes, which may include transient or long-lasting or even multiphasic changes in messenger RNA level. Changes in transcription rate are thought to determine the direction of most effects, because degradation rates and post-transcriptional processing are constant for most individual genes (Rabani et al., 2011, 2014), although inflammatory and immune signaling genes and targets of NFκB signaling are more likely to show modulated degradation (Rabani et al., 2011). The half-life of decay is typically slower than the transcription rate, which suggests the possibility of bias in favor of detecting increases over decreases. The half-life of messenger RNA in mammalian cell cultures averages 7–9 h, with a lower median, e.g., 4–6 h, and regulators of transcription and signal transduction tend to have shorter half-lives (Friedel et al., 2009; Schwanhausser et al., 2011). Therefore, given typical half-lives, the finding that 94% of changes were increases after the 3 day post-injury period probably reflects true differences in the direction of transcription rates. However, the finding that 91% of changes after the 2 h stimulation window were increases is alternatively explained by the slowness of decay.

### Background Studies

This work is part of a series exploring the central control of endogenous repair mechanisms. It is proposed that the various brainstem raphé nuclei, including the NRM, form the central links of feedback loops controlling repair. In our model, raphé neurons receive sensory, chemical and central-state signals indicative of recent injury (e.g., pain, vestibular input, hypothermia, circulating cytokines). Their evoked electrical activity then causes axonal release of serotonin and co-release of neuropeptide transmitters from terminals that, collectively, innervate almost the entire CNS (Molliver, 1987; Hornung, 2003). Trophic and protective cellular effects can be produced by these various neuropeptides: thyrotropin releasing hormone (Daimon et al., 2013), substance P (Jiang et al., 2012; Kim et al., 2015), galanin (Hobson et al., 2008), met-enkephalin (Narita et al., 2006; Campbell et al., 2012) as well as by serotonin (Azmitia, 2007; Trakhtenberg and Goldberg, 2012), all acting through non-synaptic volume transmission (Ridet et al., 1993; Agnati et al., 1995; Borroto-Escuela et al., 2015). As in the response to infection which is frequently concurrent with injury, an endogenous repair system from the perspective of natural selection should promiscuously exploit (facilitate or depress) multiple molecular and cellular mechanisms.

The main experimental evidence for this model is that some days or weeks of stimulation in a raphé nucleus starting in the first days following incomplete contusional SCI or fluid-pressure TBI or induction of MS-like signs was found to improve behavioral signs over several weeks (Hentall and Gonzalez, 2012; Carballosa Gonzalez et al., 2013; Madsen et al., 2017). Concomitant histological changes seen at chronic endpoints following stimulation include increased myelination and serotonergic innervation around the injury after T8 SCI (Hentall and Gonzalez, 2012), increased calcitonin gene related peptide after C5 SCI (Vitores et al., 2018), restored volume loss in neocortex after TBI (Carballosa Gonzalez et al., 2013), and lessened cellular pathology and cytokine production in experimental autoimmune encephalomyelitis (Madsen et al., 2017).

The mechanisms leading to these long-term changes are likely to involve complexly interwoven cellular and molecular processes. To better understand the proximate causes of improved recovery with NRM stimulation, this and some other studies have focused on more acute, post-injury endpoints and shorter stimulation periods. An immunostaining study of 3-day C5 injury after 2 days of NRM stimulation showed changes in numbers of inflammatory cell types and a transition from neural precursors to radial glia that facilitate differentiation (Jermakowicz et al., 2019). In rats with 3-day T8 contusions, 2 h of NRM stimulation, as in the present protocol, restored normal levels of injury-depleted cAMP, phosphorylated cAMP response binding element (pCREB), and pPKA (Carballosa-Gonzalez et al., 2014). The same study showed that NRM stimulation had no significant effects on levels of cAMP, pPKA or pCREB in intact animals, but pimozide in intact animals with or without stimulation lowered cAMP to injured levels. Reversal of cAMP depletion has also been shown in the neocortex and hippocampus of rats with 3-day old TBI following 3 days of electrical stimulation in the median raphé nucleus (Carballosa Gonzalez et al., 2013).

### Interpretation of Main Findings

Cyclic AMP can promote axonal regeneration following SCI via elevated pPKA and pCREB, which subsequently increases expression of various trophic genes, although a non-genetic route via pPKA can also have beneficial effects on the cytoskeleton via the small G protein, Rho (Lehmann et al., 1999; Hannila and Filbin, 2008). Given the previously demonstrated NRM-evoked recovery of cAMP after T8 SCI (Carballosa-Gonzalez et al., 2014), it was unsurprising that transcriptional effects of stimulation were seen. However, it was not expected that the main increases would be in defensive and pro-inflammatory genes, for example, *Ctsg*, *Np4*, *RatNP-3b*, *Defa5*, *Elane*, *Mpo*, *S100a8*, *S100a9*, and *Ppbp*. The proteins S100A8 and S100A9 are frequently combined as the antimicrobial dimer calprotectin (Striz and Trebichavsky, 2004). They probably arrive in the injured spinal cord as constituents of myeloid cells, particularly neutrophils (Fleming et al., 2006; Mitchell et al., 2008), which are thought to be deleterious to recovery (McCreedy et al., 2018), although S100A8 and S100A9 can also be induced in macrophages and microglia by neuropathic states (Abe et al., 1999). While there is some indirect evidence that S100A9 promotes recovery from SCI (Roet et al., 2013), but pro-inflammatory effects are more likely the dominant initial action.

Other genes upregulated by stimulation in SCI may also have deleterious effects. *Mpo* has been shown by gene knockout to exacerbate secondary injury after SCI (Kubota et al., 2012). *Ctsg* is a pronociceptive mediator in the spinal cord (Liu et al., 2015), as is carbonic anhydrases (gene *Car1*) (Asiedu et al., 2010). Neutrophil elastase, which is released by activated neutrophils, is reported to be a key mediator of secondary pathogenesis in SCI (Semple et al., 2015). On the other hand, matrix metalloproteinase 13 is a matrix-degrading enzyme released from monocytes that is important in functional recovery after SCI (Shechter et al., 2011). Of the several microRNAs tagged in these studies, *Mir21*, which was upregulated in the contrast ±SCI(st), is of greatest interest. *Mir21* is increased by exercise after SCI and improves recovery in rats, probably by regulating the pro-regenerative PTEN/mTOR pathway, since it lowers PTEN messenger RNA and raises mTOR messenger RNA (Liu et al., 2012). Few of the genes affected by stimulation after SCI (Table 2) are particularly associated with the CNS. One exception was the downregulated solute carrier family 17 member 7 (*Slc17a7*), also known as *Vglut1*, whose protein transports glutamate into synaptic vesicles (Shigeri et al., 2004); its levels in the spinal cord are reported to be decreased after peripheral nerve damage (Rotterman et al., 2014; Wang et al., 2016). Acute decreases in *Vglut1* (*Slc17a7*) with stimulation, as observed here, could lead to lower net glutamate release, which is likely to reduce damage due to over-stimulation of neurons (Krzyzanowska et al., 2014), although recovery ultimately requires restoration of *Vglut1* (Burnside et al., 2018). A second exception was *Robo-1*, which was increased by stimulation, whose protein product an important player in pioneer longitudinal axon guidance (Kim et al., 2011).

Another interesting group of genes unexpectedly upregulated by stimulation in injury is related to erythrocyte development and oxygen transport: *Klf1*, *Rhd*, *Rhag*, *Hbb*, *Hba*, *Hba2*, *Hbb-b1*. The last four produce components of hemoglobin, which is constitutively expressed in the brain and spinal cord (Biagioli et al., 2009; Richter et al., 2009; Russo et al., 2013), and may act protectively by sequestering oxygen and free radicals (Xie and Yang, 2016). Indeed, “cellular oxidant detoxification” also featured among biological processes enriched by stimulation after SCI (Table 5). The key regulator of erythropoiesis, erythropoietin (EPO), is known to promote recovery and regeneration in SCI (Gassmann et al., 2003; Matis and Birbilis, 2009). There were no significant changes in expression of the *Epo* gene in this study, but it is possible that the increase in erythropoietic genes was due to increased erythropoiten release (Hasselblatt et al., 2006). Both the protein and *Epo* messenger RNA are reported to be increased by serotonin in the mouse hippocampus (Choi and Son, 2013). Further study of how erythropoiten synthesis and release responds at different time points post-injury and during NRM stimulation appears to be warranted.

The prevalence of altered transcription in exogenous cells of the injured spinal cord requires further experimental investigation. Among various possibilities to test, arriving myeloid cells such as neutrophils could be more attracted to the spinal cord’s injury site after they have been altered in some way by NRM stimulation. Alternatively, transcription in exogenous cells, once arrived, could be influenced (perhaps toward a pro-regeneration phenotype) by the NRM stimulation or by local sequelae of that stimulation. Classic synapses are not necessary for the effects of the NRM stimulation, since both serotonin and co-released neuropeptides participate in non-synaptic volume transmission in the spinal cord (Ridet et al., 1993). A growing body of evidence implicates serotonin in both neural and humoral aspects of immune control. Serotonin and its receptors are present on numerous cells of the adaptive and innate immune systems and have been implicated in macrophage activation (Jiang et al., 2009; Krabbe et al., 2012; Baganz and Blakely, 2013).

## Conclusion

The present study adds important new details to the general concept that the raphé system senses and alleviates stress or injury. The effects of NRM stimulation on gene transcription were very different in injured and intact animals, mirroring our prior study of the effects of NRM stimulation on levels of cAMP, PKA, and CREB (Carballosa-Gonzalez et al., 2014). The earliest changes in gene transcription brought about by NRM stimulation were seen to be confined mainly to defensive and erythropoietic functions. Whereas a week or more of NRM stimulation facilitates repair (Hentall and Burns, 2009; Hentall and Gonzalez, 2012; Madsen et al., 2017; Vitores et al., 2018), the shorter 2-h period used here intensified transcription of predominantly inflammatory genes. Although the products of these genes are often assumed to be harmful, immune responses cannot necessarily be simply parsed into harmful and beneficial processes (Doty et al., 2015; Li et al., 2018). Conceivably, the inflammatory effects of substances such as S100A8 and S100A9, however harmful they may be initially, are necessary preliminaries with net benefits to the overall repair process, and lead later to neural-specific effects. Consistent with these ideas, three of the four top perturbagen classes that resembled the effect of 2 h of stimulation (Table 6) are known to produce improvements in SCI: PPARs agonists (Park et al., 2007), angiotensin receptor antagonists (Guler et al., 2010) and glucocorticoid receptor agonists, although this last group’s benefits in SCI are more controversial (Akhtar et al., 2009). Furthermore, all three classes inactivate inflammatory pathways, such as those controlled by NF-κB (Bekhbat et al., 2017; Labandeira-Garcia et al., 2017; Villapol, 2018). The present study thus tends to confirm the therapeutic promise of these drug classes. The study also provides further support for interim DBS of the NRM or, more practically from the surgical standpoint, of its midbrain periaqueductal gray input, as a therapy for SCI that may ultimately be superior to single or combined drugs in its simplicity and safety of application and the range of signs and symptoms improved (Chari et al., 2017).

## Data Availability Statement

The datasets generated for this study can be found in the National Center for Biotechnology Information (NCBI), GEO Accession Number GSE133093.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of the University of Miami, Miller School of Medicine.

## Author Contributions

IH designed the experiments and wrote the manuscript. WJ managed the RNA sequencing and analysis. MC-G and AV performed animal surgery, stimulation, and tissue extraction.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

cAMP: cyclic adenosine monophosphate
DAVID, Database for Annotation: Visualization and Integrated Discovery
DBS: deep brain stimulation
DGE: differential gene expression
EPO: erythropoietin
FC: fold change
MS: multiple sclerosis
NCBI: National Center for Biotechnology Information
NRM: nucleus raphé magnus
pCREB: phosphorylated cAMP response binding element
pim: pimozide
PPAR: peroxisome proliferator-activated receptor
pPKA: phosphorylated protein kinase A
SCI: spinal cord injury
st: stimulation
TBI: traumatic brain injury

# Supplementary material for: Brainstem-Evoked Transcription of Defensive Genes After Spinal Cord Injury
**Source:** Front Cell Neurosci. 2019 Nov 19;13:510. doi: 10.3389/fncel.2019.00510
**Supplement:** Supplementary file 1

Supplementary Figure 1. Overlap in the numbers of genes flagged with the three types of DGE software (EdgeR, DESeq2 and baySeq) for the six effects (contrasts) studied: injury alone, ±SCI(0); stimulation in injured rats, ±st(SCI); pimozide in stimulated and injured rats, ±pim(st/SCI); stimulation plus injury versus intact untreated rats, ±st/SCI(0); stimulation in intact rats, ±st(0); injury in stimulated rats, ±SCI(st). Selection criteria were abs(log_2_(FC)) >1 combined with FDR <0.05 for EdgeR, with padj <0.05 for DESeq2 and with FDR.DE<0.05 for baySeq. (FDR is false discovery rate and padj is adjusted probability.) The 32,494 transcripts with unique rat gene identification (Ensembl) numbers included 43 antisense, 3069 long intergenic noncoding RNA, 1,563 micro RNA, 522 miscellaneous RNA, 24 mitochondrial RNA, 718 processed pseudogenes, 72 processed transcripts, 22,019 protein coding, 794 pseudogenes, 39 ribozymes, 321 ribosomal RNA, 51 small Cajal body-specific RNA, 10 sense intronic, 1,646 small nucleolar RNA, 1,471 small RNA, 30 to be confirmed experimentally, 13 transcribed processed pseudogenes 117, unprocessed pseudogenes, and 43 untyped.

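The same overlap computed here for edgeR's pairwise exact test and DESeq2 on the same 2 groups was 863 genes of 982 and 867 in ±SCI(0), 53 of 81 and 54 in ±pim(st/SCI), 1026 of 1150 and 1039 in ±st/SCI(0) and 1245 of 1374 and 1261 in ±SCI(st). DESeq2 alone called 4, 1, 13 and 16 genes in these contrasts. An edgeR FDR and a DESeq2 padj are both Benjamini-Hochberg adjusted p-values, but DESeq2 gives none for genes that it filters out for low counts. Together with genes that had no count in either group, this left 16225 of the 32494 listed genes without a value in ±SCI(0). In that contrast 22143 genes had a count.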

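A listed transcript need not be expressed. Of the 32494 genes in the count table, 8563 had 0 counts in all 17 rats, and 15460 passed the filter of the main test. Library preparation by depletion of ribosomal RNA keeps transcripts without a poly(A) tail, so the counts of small RNAs can also depend on how much short RNA each library kept. The single most abundant gene took 2.65% to 4.99% of the counts of a rat.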

# Supplementary material for: Brainstem-Evoked Transcription of Defensive Genes After Spinal Cord Injury
**Source:** Front Cell Neurosci. 2019 Nov 19;13:510. doi: 10.3389/fncel.2019.00510
**Supplement:** Supplementary file 2

Supplementary Table 1. Human genes orthologous to those flagged in contrasts of stimulation with no stimulation in injured rats ±st(SCI) and of pimozide with no pimozide in injured and stimulated rats ±pim(st/SCI). Significant contrasts are indicated by log_2_(FC); values are missing where the contrast was not significant. The first column contains the Ensembl rat gene number without the normally preceding ‘ENSRNOG000000’; ‘x’ indicates no corresponding human gene. Abbreviations: ‘pc’, protein-coding; ‘pseudo’, pseudogene; ‘Mt tRNA’, mitochondrial transfer tRNA; ‘snoRNA’, small nucleolar RNA; snRNA, small nuclear RNA; ‘misc RNA’ miscellaneous RNA.

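In Supplementary Table 1, 37 of the 43 genes of ±st(SCI) and 65 of the 81 genes of ±pim(st/SCI) have a human gene beside them. In the model of all rats, whose filter left out 1 of the 81 genes of ±pim(st/SCI), the other 80 had the sign given in the table, and all 81 did with no filter. The pipeline stated in the methods called 67 of the 81, DESeq2 over all rats 24 and DESeq2 on the 2 groups alone 53.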

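Of the genes that the table lists as higher with pimozide, 32 are small nucleolar, small nuclear or miscellaneous RNAs. The 31 of them that passed the filter were all higher with pimozide than in group C, with a median log2(FC) of 2.48. The list was picked for this direction from the same rats, so the shared sign is no independent evidence.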

How the deposited data were processed for this re-analysis (not part of the article)

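RNA from the spinal cord was measured in 17 rats of 5 groups, with the cervical, thoracic and lumbar blocks of a rat combined in 1 library and no pooling of rats. The values analysed are counts of reads per Ensembl gene, which the authors made, according to their methods, by trimming adapters with Trim Galore!, aligning the single-end reads to the rat genome with STAR and counting them per gene with STAR's GeneCounts function. As deposited the counts are not normalized: the table holds whole numbers for 32494 genes, with totals that differ between rats and no summary lines of the aligner. Which of the strandedness columns of STAR was used is not stated. Samples were assigned to groups by the letter in their titles and by the definitions of the paper. For the 5 rats of group E the treatment label contradicts the title and the paper, which call them stimulated.

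The rats had 9852873 to 14137717 counts on genes, so that a gene at 1 CPM rests on some 10 counts per rat. TMM factors ranged from 0.966 to 1.05. Between rats of one group the counts spread 4.39 to 40.5 times as much as counting alone gives (chi-square per degree of freedom), and the rats, not the reads, therefore set the precision.

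Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and summarised in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; figures were drawn with matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr over the groups, which left 15460, and fitted with glmQLFit in one model with a coefficient for each of the 5 groups. Each contrast was tested with glmQLFTest, with Benjamini-Hochberg adjustment over genes, and a gene was called at an FDR under 0.05 with an absolute log2(FC) above 1. The interaction (C - B) - (E - A) was tested in the same model. Scores of gene lists are means of log2(CPM + 0.1), centered on the 17 rats, and were compared between groups with 2-sided exact permutation tests. The test was tested on simulated data with the dispersions and library sizes of these rats and known changes in 200 genes: in ±SCI(0), ±pim(st/SCI) and ±st(0) it recovered 184, 182 and 195 of them, with 2, 3 and 3 false calls. Such numbers do not give the power for the transcripts of Table 2.

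The comparisons, the test and these alternatives were set before the data were examined: edgeR's exact test, DESeq2, scaling by total counts, RLE scaling, no filter on low counts, a filter of 1 CPM in 3 rats, a fit of the groups of the contrast alone, robust dispersions, a term for the 2 number series of the rats, no limit on fold change, each rat left out in turn, and the pipeline as far as the methods of the paper state it. The exact test and DESeq2 on each pair of groups alone were added after the data were seen. Other splits of the rats were counted for contrasts with at least 3 rats in each group, with at most 60 splits drawn. Contrasts that share a group were compared with 20 simulations of unchanged groups and with 80 assignments of the injured rats to their groups.

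The genes named are those of the text, Tables 2 and 3, Supplementary Table 1 and Fig. 1 of the paper that could be matched to an identifier, with full statistics for the genes of interest, and in each contrast the called genes with the largest rise and fall among those with a mean of at least 1 CPM and no overlap between the groups. The values in the paper's tables had been seen when this rule was written. Only 99 identifiers could be matched to names, through Table 2 and Supplementary Table 1, because no annotation of the genome build was analysed here. Of 17 lists of marker genes, written in advance for blood, marrow, muscle, nerve and other sources and for functional classes, the interferon list matched 30.0%, the megakaryocyte list 16.7% and the others 0%, below the 80% required, so the planned set tests on them were not run. Set tests with camera and fry were computed on the transcripts of Table 2 instead, but these were picked from the same rats and their p-values are not printed. The micro RNAs, Egr1, the mitochondrial genes, Htr7 and Drd2 could not be matched, and the pathway analysis, baySeq and the alignment were not repeated.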

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

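The tests on rat 82 and its place among the genes of ±st(0), on the short RNA kept by each library, on blood-forming cells, on other splits of groups E and B and on splits compared by unadjusted p were chosen only after the result had been seen.

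Rat 82 of group A, which had neither injury nor stimulation, lay far from the other 3 rats of its group in the small RNAs that Supplementary Table 1 lists as higher with pimozide. Its mean log2 level was 0.89, the nearest other rat was at -0.99, and this gap was 0.936 of the whole range of the group, above Dixon's critical value for 4 rats. It was the only such case in 50 tests of groups of 4 or 5 rats, and chance gives about 1 in 20. The summed level was 3134 CPM in rat 82, 492 to 557 CPM in the other rats of group A and 1964 to 5003 CPM in group E. A swap of rat 82 with a stimulated intact rat would need a rat of group E with a low level, and the lowest of them was at 0.56, which argues against it. A difference between the number series 69 to 76 and 82 to 95 is also argued against: with a term for the series, the median log2(FC) of the 31 tested small RNAs in ±pim(st/SCI) was 2.57, all 31 higher, against 2.48 without it. A wrong label of rat 82 alone may explain its level: of the 8 genes outside Supplementary Table 1 that edgeR's quasi-likelihood test called lower in ±st(0) without rat 82, it lay nearer the other untreated rats in 0 and nearer the stimulated rats in 8. The 12 such genes that were higher placed it with the stimulated rats as well. A difference between libraries in how much short RNA was kept cannot be told apart from a wrong label, because it could move these genes together with the small RNAs; that rat 82 was the highest of its group in 31 of the 32 small RNAs restates the pattern and supports neither. A response of these RNAs to stimulation in injured rats is argued against. Their mean level was -1.16 to -0.89 in group C and differed by only 0.008 from that of group B (2-sided exact permutation test, p = 0.9). A response to stimulation in intact rats or to pimozide stays open, and no biological explanation was tested for rat 82.

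The paper does not report 4 of the 10 possible contrasts, and genes were called in each by edgeR's quasi-likelihood test. Group D against group B gave 3 genes, group D against group A 1247, group D against group E 1202 and group E against group B 990. The last 3 set injured against intact rats, as ±SCI(0) does. Of the 56 splits of the rats of groups E and B, only the real 1 of 56 gave as many calls, and chance can be excluded there; such a count was not made for group D, which has 2 rats. The contrasts of group D rest on single rats: without rat 75, 32, 1940 and 1874 genes were called against groups B, A and E, and without rat 76, 0, 482 and 527. In the contrast with group B, leaving out rat 91, 94 or 95 left 1 gene each. The 3 genes of that contrast, named after their values were seen, were Masp1 (log2(FC) of 1.14, adjusted p = 0.00095 by edgeR's quasi-likelihood test), AC129753.3 (log2(FC) of 3.13, adjusted p = 0.026 by the same edgeR test) and AABR07022185.1 (0.159 ± 0.113 CPM (SD, n = 3) in group B and 2.92 and 3.73 CPM in group D, adjusted p = 0.035 by the same edgeR test), each higher in both rats of group D than in the 3 of group B. The short RNA kept by a library stays open for the 2 small RNAs, but not for the protein-coding Masp1. Rats 69 and 70, of the same number series as the rats of group D, belong to groups in which Masp1 was at most 20.8 and 20.4 CPM, against 57.1 and 68.5 CPM in group D, which argues against the series as its cause. Group D differs from group B in stimulation and in pimozide. Stimulation alone is argued against, since group C, stimulated without pimozide, was like group B (Masp1 29.6 ± 2.46 CPM (SD, n = 3) against 28.5 ± 2.53 CPM (SD, n = 3)) and all 3 genes were also called in ±pim(st/SCI). Pimozide stays open.

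For the 39 increased transcripts of Table 2, the effect of stimulation differed between injured and intact rats by a median of 2.60 on the log2 scale, with all 39 above 0. The list was chosen for its effect in injured rats, which favors this sign. No single gene was called in the interaction by edgeR's quasi-likelihood test (635 at an unadjusted p under 0.05) or by DESeq2 (0 called, 585 at an unadjusted p under 0.05), and without rat 82 edgeR called 3. Of the 60 splits drawn, 22 of 60 had at least as many genes at an unadjusted p under 0.05 as the real one, and chance is not excluded. A varying amount of blood-forming cells in the tissue blocks of single rats may contribute. Among the intact rats the granulocyte and erythroid scores varied together (Pearson r of 0.788). Within groups B and C they did not (Pearson r of -0.815, Spearman's rho of -0.6). Without rats 93 and 94 Pearson r was 0.116 there, so these few injured rats cannot decide it. A dependence of the response on injury stays open as a hypothesis.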

How the results depend on the processing

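The tests on 2 groups alone, the pairwise exact test and DESeq2, were chosen only after the data had been seen; the other settings were planned. Of the counts of called genes and of genes shared by contrasts, 158 values under settings that keep all rats stayed within 1.5 times the reported count and 42 did not; with 1 rat left out, 154 did and 25 did not.

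With all rats kept, the numbers called in the contrasts of injured with intact rats, and in 2 of them together, moved beyond that only with no limit on fold change, which called 1912 genes in ±SCI(0), 3380 in ±st/SCI(0), 4429 in ±SCI(st), 1698 in both ±SCI(0) and ±st/SCI(0), 3796 for group D against group A, 4179 for group D against group E and 3313 for group E against group B; a limit removed adds genes by construction. Genes called in 1 of the 2 alone, which these counts leave out, moved more often: in ±SCI(0) and not ±st/SCI(0), 62 became 155 with the stated pipeline, 125 with the contrast's groups alone, 214 with no limit, 147 with the pairwise exact test and 100 with DESeq2 on 2 groups, and in ±st/SCI(0) and not ±SCI(0), 345 became 215 with the contrast's groups alone and 1682 with no limit. The contrasts of stimulation and pimozide depended on the test. In ±st(SCI), where edgeR's quasi-likelihood test called 0 genes (476 at an unadjusted p under 0.05) and DESeq2 over all rats 0, the pipeline stated in the methods called 33, the fit of the contrast's groups alone 3, the pairwise exact test 43 and DESeq2 on 2 groups 24. In ±pim(st/SCI), with 4 genes reported, the exact test over all rats called 44, the stated pipeline 74, DESeq2 32, no filter 17, the contrast's groups alone 9, robust dispersions 1, the series term 1, the pairwise exact test 81 and DESeq2 on 2 groups 54. In ±st(0), with 0 by edgeR's quasi-likelihood test and 1297 at an unadjusted p under 0.05, these were 15 for the exact test, 25 for the stated pipeline, 17 for DESeq2, 28 for the pairwise exact test and 16 for DESeq2 on 2 groups. For group D against group B, with 3 reported, they were 49, 84 and 23, then 7 with no filter, 1 with the series term and 99 with the pairwise exact test. The cause was not tested.

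The overlaps with ±st(SCI), all 0 by edgeR's quasi-likelihood test and by DESeq2 over all rats, followed its number of calls. Under the stated pipeline, the contrast's groups alone, the pairwise exact test and DESeq2 on 2 groups, ±pim(st/SCI) reversed 19, 1, 25 and 15 genes, and ±SCI(0) moved 3, 1, 4 and 3 the other way. Under the stated pipeline, the pairwise exact test and DESeq2 on 2 groups, 28, 36 and 18 were also called in ±SCI(st). The cause was not tested.

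With each rat left out in turn, calls ranged from 557 (without rat 91) to 889 in ±SCI(0), 0 to 0 in ±st(SCI), 0 (without rat 76) to 36 (without rat 75) in ±pim(st/SCI), 0 to 49 (without rat 82) in ±st(0), 664 (without rat 89) to 1415 in ±st/SCI(0), 812 (without rat 89) to 1554 in ±SCI(st), 530 to 804 in both ±st/SCI(0) and ±SCI(0), and 0 to 3 (without rat 82) in the interaction. In ±pim(st/SCI), 1 gene was called without rat 89 and 1 without rat 93. For group D the range was 482 (without rat 76) to 1940 (without rat 75) against group A, 0 (without rat 76) to 32 (without rat 75) against group B and 527 (without rat 76) to 1874 (without rat 75) against group E, and for group E against group B it was 721 to 1042. The overlaps with ±st(SCI) stayed 0 to 0. Calls of the pairwise exact test ranged from 797 to 1122 in ±SCI(0), 21 (without rat 95) to 66 (without rat 93) in ±st(SCI), 34 (without rat 76) to 85 in ±pim(st/SCI), 8 (without rat 83) to 96 (without rat 82) in ±st(0), with 15 without rat 70 and 17 without rat 84, 803 to 1513 in ±st/SCI(0) and 908 (without rat 89) to 1676 in ±SCI(st). Where 1 rat is left of group D, it is assumed to vary like the other groups.

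For 18 named genes, counted in ±st(SCI) and ±pim(st/SCI) only, 343 values under other settings and 195 with 1 rat left out kept their direction and side of the threshold. Those that changed sign were all in ±pim(st/SCI): with the series term S100a8 (0.74), S100a9 (0.94), Camp (0.26), Robo-1 (0.99) and Fcnb (1.48), and Timd2 without rat 93 (0.16) and without rat 75 (0.47), over a range of -0.92 to 0.47. With 1 rat left out, signs also changed in contrasts outside this count, as for S100a8 in ±SCI(0) (-0.60 to 1.01) and Hba-a1 in ±st/SCI(0) (-0.14 to 0.77). None of the former was called by edgeR's quasi-likelihood test in that contrast. The series term rests on rats 69 and 70, and the cause was not tested. Passing the threshold under another setting only, 80 values did so with the same sign, and 1 with a rat left out. The SDs over genes moved in all 6 contrasts with raw counts and stayed in all 6 with CPM.

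No paired analysis was possible because the rats of different groups share no replicate numbers. The set tests on marker lists were not run, and DESeq2 gave no adjusted p to genes that it filters for low counts. Depth limits the genes with few counts, for which 3 counts over a group served as the floor.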

Differences from the paper's values

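The settings chosen before the data were examined are the exact test over all rats, the pipeline stated in the methods, DESeq2 over all rats, scaling by total counts, RLE scaling, no filter, 1 CPM in 3 rats, the contrast's groups alone, robust dispersions, the series term and no limit on fold change. The pairwise exact test and DESeq2 on 2 groups were chosen after seeing the values. Of the paper's own calls, the pairwise exact test dropped 0 of the 43 genes that the paper calls in ±st(SCI) and 0 of the 81 in ±pim(st/SCI); DESeq2 on 2 groups kept 24 and 53 of them. Values of the main test are from edgeR's quasi-likelihood test.

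In ±SCI(0) the paper's 60 lower genes compare with 33. The exact test gave 45 and the stated pipeline 50, which are near the paper's value, and the other settings set beforehand 26 to 38, or 421 with no limit on fold change, which are not. On 2 groups alone the exact test gave 60 and DESeq2 39, settings chosen after seeing the values.

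In ±st(SCI) the paper's 43 called genes, 39 higher and 4 lower, compare with 0, 0 and 0 (476 at an unadjusted p under 0.05; DESeq2 over all rats 0). With the stated pipeline there were 33 called and 32 higher, near the paper's values, and 1 lower, which is not. The contrast's groups alone gave 3 called, all higher, and every other setting set beforehand 0. With the pairwise exact test, chosen after seeing the values, the numbers were 43, 39 and 4, and DESeq2 on 2 groups 24, 24 and 0.

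In ±pim(st/SCI) the paper's 81 called genes, 52 higher and 29 lower, compare with 4, 4 and 0. The stated pipeline gave 74, 51 and 23, near the paper's values. The exact test gave 44 called and 7 lower, which are not, and 37 higher, which is. DESeq2 over all rats gave 32, no filter 17, the contrast's groups alone 9, no limit on fold change 5, robust dispersions 1, the series term 1 and the remaining settings set beforehand 4. On 2 groups alone, a choice made after seeing the values, the exact test gave 81, 52 and 29, and DESeq2 on 2 groups 54, 31 and 23, of which 54 and 23 are near the paper's. The paper's share of 64% higher compares with 100%; the exact test gave 84.1%, the stated pipeline 68.9%, DESeq2 81.2%, no filter 94.1%, the contrast's groups alone 88.9% and no limit on fold change 80%, all within 1.5 times the paper's, and the other settings set beforehand 100%. Chosen after seeing the values, the pairwise exact test gave 64.2% and DESeq2 on 2 groups 57.4%.

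In ±st(0) the paper's 28 called genes, 20 higher and 8 lower, compare with 0, 0 and 0 (1297 at an unadjusted p under 0.05; DESeq2 over all rats 17). For the stated pipeline they were 25, 19 and 6, near the paper's values, and the exact test 15 called and 8 higher, which are not, and 7 lower, which is. DESeq2 over all rats gave 17, 12 and 5, which are not, and every other setting set beforehand 0. Chosen after seeing these values, the pairwise exact test gave 28, 20 and 8, and DESeq2 on 2 groups 16, 10 and 6.

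The paper's 147 genes called in ±SCI(0) and not in ±st/SCI(0) compare with 62. The stated pipeline gave 155, the contrast's groups alone 125 and no limit on fold change 214, within 1.5 times the paper's, and the other settings set beforehand 59 to 77. With 2 groups alone, chosen after seeing the values, the exact test gave 147 and DESeq2 100.

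The paper's overlaps of ±st(SCI) compare with 0 in each case, since no gene was called in it. They are 36 genes also called in ±SCI(st), 24 increases reversed in ±pim(st/SCI), 15 genes called in ±st/SCI(0) and not in ±SCI(0), and 3 called in ±SCI(0) and not in ±st/SCI(0). The stated pipeline gave 28, 18, 11 and 3, near the paper's values, and the pairwise exact test, chosen after seeing the values, 36, 24, 15 and 3. The other settings set beforehand did not come near them. DESeq2 on 2 groups gave 18, 15, 5 and 2, of which the last is near.

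The paper's 9% of injury-produced changes reversed compares with 0%. With the stated pipeline it was 0.29%, with the contrast's groups alone 0.116% and with the other settings set beforehand 0%, and neither these nor the pairwise exact test (0.407%) and DESeq2 on 2 groups (0.346%) came near the paper's value. The share of the genes of ±st(SCI), 9.3% by the pairwise exact test, is on another base.

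The paper's Chi-squared p of 0.0009 for ±pim(st/SCI) against ±st(SCI) compares with 0.13, and no setting set beforehand was computed for it. For the calls of the pairwise exact test, chosen after seeing the values, the Chi-squared p was 0.00088.

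The paper's SDs over genes of the difference in mean count, 1047 for ±SCI(0), 327 for ±st(SCI), 601 for ±pim(st/SCI), 226 for ±st(0), 854 for ±st/SCI(0) and 911 for ±SCI(st), compare with 93.7, 17.7, 59.5, 39.6, 89.2 and 63.8 in TMM-scaled CPM. Raw counts, a setting set beforehand, gave 1047, 327, 601, 226, 854 and 911. CPM without TMM gave 83.2, 17.2, 57.5, 32.0, 80.6 and 62.7, which differ from the paper's.

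The paper's 7 genes of interest with an FDR under 1e-05 compare with 0. The stated pipeline gave 6, near the paper's value, and every other setting set beforehand 0. For the pairwise exact test, chosen after seeing the values, it was 6, the number that carries the asterisk in Table 2, and DESeq2 on 2 groups 5.

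The paper gives all transcripts called in ±st(SCI) as protein-coding, whereas its Supplementary Table 1 gives 42 of the 43 as such and AABR07043200.1 as a small nucleolar RNA. The same table gives AC127784.3 as protein-coding, which Table 3 lists as a small nucleolar RNA, so these 2 type labels are in doubt and were not settled here. It states a smaller p for ±st/SCI(0) against ±SCI(0) than the 0.00024 that the Chi-squared test gave for the calls of the pairwise exact test; for those of edgeR's quasi-likelihood test the Chi-squared p was 3.1e-11. It states that DESeq2 called no gene that edgeR had not called in the contrasts of stimulation, whereas on 2 groups DESeq2 alone called 2 genes in ±st(0) and 0 in ±st(SCI).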

Other observations

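The tests on blood-forming cells, on the reassignment of injured rats, on the series of the rats for the fall with pimozide, on RGD1564883, on interferon-induced transcripts, on the totals of groups B and C, on splits compared by unadjusted p and on other splits of groups C and E by the quasi-likelihood test were chosen only after the result had been seen.

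The rats of 2 groups were split in other ways to see how many genes chance can call. For edgeR's quasi-likelihood test, the real split alone gave as many calls as observed in ±SCI(0) (1 of 35 splits), ±st/SCI(0) (1 of 35) and ±SCI(st) (1 of 56), and the same held for the pairwise exact test (1 of 35, 1 of 35 and 1 of 56), so chance can be excluded for these numbers. In ±st(0) the 28 genes of the pairwise exact test were reached in 2 of 60 splits, a share under 0.05, by which chance can be excluded only weakly: the other split, rats 82, 69, 85, 86 and 88 against the rest, called 38, and leaving out 1 rat moved the number from 8 to 96. Where the quasi-likelihood test called 0 genes, every split gives as many, and the genes at an unadjusted p under 0.05 were compared instead. In ±st(0) the 1297 such genes (0 called; DESeq2 called 17) were reached in 4 of 60 splits, and chance is not excluded. In ±st(SCI) the 476 such genes (0 called; DESeq2 called 0) were reached in 8 of 10 splits, and the 43 genes of the pairwise exact test in 2 of 10. The other split of the latter, rats 94, 95 and 93 against rats 91, 89 and 90, called 182 genes. With 3 rats against 3 the share cannot fall below 0.1, and chance cannot be excluded for the transcripts of Table 2.

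For the increase of the 39 transcripts with stimulation in injured rats, a difference in library size between the groups is argued against by its size. The totals of groups B and C do not overlap (10334208 to 10518498 and 10606401 to 11664116 counts), but the largest and the smallest differ by only 0.175 on the log2 scale, against a log2(FC) of at least 1.12 in each of the 39. Bone marrow carried over with the cord and residual blood in the cord cannot be told apart from a response of the cord, because 0 genes of the B-cell precursor list and 0 genes of the blood neutrophil list could be matched to an identifier. A varying amount of blood-forming cells in the tissue blocks of single rats was examined as a further explanation. If it varied, the granulocyte and erythroid transcripts of Table 2 would go together within groups. Over the 9 intact rats, as residuals from their group means, Pearson r was 0.788 (exact permutation test, p = 0.011; 0.058 after Benjamini-Hochberg adjustment over 6 relations) and Spearman's rho was 0.817 (exact permutation test, p = 0.011). Of 10000 random lists of 16 genes, 97.59% had a lower r with the granulocyte score, with a median of 0.081. Without the 2 rats farthest out, 70 and 69, r was 0.651 (exact permutation test, p = 0.11). The erythroid and platelet scores had r of 0.724 (exact permutation test, p = 0.029), granulocyte and platelet scores 0.55 (exact permutation test, p = 0.12) and granulocyte and small RNA scores -0.144 (exact permutation test, p = 0.73). Within the injured groups the 2 scores did not go together. Over the 6 rats of groups B and C, Pearson r of granulocyte and erythroid scores was -0.815 (exact permutation test, p = 0.028, or 0.058 after the same adjustment). Spearman's rho was -0.6 (exact permutation test, p = 0.24). Pearson r was 0.116 without rats 93 and 94 (exact permutation test, p = 0.92) and 0.092 with group D included (exact permutation test, p = 0.81). The value of -0.815 thus rests on rats 93 and 94, and so few rats cannot decide whether such a variation added to the increase. A relation within groups also leaves a difference between groups B and C untested. A varying amount of blood-forming cells stays a candidate explanation for the increase and for the spread among intact rats. The lists come from Table 2, which the paper picked from the injured rats. A rise of blood-forming cells in the cord with stimulation is the biological alternative, which stays open.

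Genes that rose in ±st(SCI) and fell in ±pim(st/SCI) share group C. In 20 simulations of unchanged groups, sharing group C gave at most 4 genes called in both with opposite signs by the pairwise exact test, against 26 in the data over the same genes and 25 without a filter on genes. The simulations draw genes independently, whereas genes of one cell type vary together, so that a shared group and a reversal by pimozide cannot be told apart by them. When the 8 injured rats were assigned to groups B, C and D in 80 ways, over the genes of the main test, 6 of 80 assignments gave as many genes as the real one, which gave 26. The median was 2 and the largest other number 201, so chance is not excluded. A state shared by the 3 rats of group C may thus explain part of the reversal, as may an effect of pimozide.

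The fall of the 39 transcripts with pimozide is tied to the number series of the rats, since both rats of group D belong to the series 69 to 76. The series was read from the rat numbers, and no sample label gives a batch. According to the paper, the group D samples were contemporaneous with the others. With a term for the series the median log2(FC) in ±pim(st/SCI) was -0.58, against a fall by 1.93 without it, with 15 of the 39 higher, and for group D against group B it was 2.05 instead of 0.36. The term rests on rats 69 and 70 of the intact groups. A series effect and an effect of pimozide cannot be told apart here, because no injured rat without pimozide belongs to that series.

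RGD1564883 was either high or near 0. In 8 rats it had at least 6.21 CPM and in 9 rats at most 0.760 CPM. The high rats were 3 of 4 in group A, 0 of 3 in group B, 3 of 3 in group C, 0 of 2 in group D and 2 of 5 in group E. Within the untreated group A the lowest rat and the next differed 15.2-fold. An individual variant in an outbred strain may explain this, since a difference of this size appeared without any treatment. Reads shared between paralogs or pseudogenes cannot be told apart from it, because 0 identifiers could be matched to a sequence or a copy. An effect of stimulation and pimozide stays open for the injured rats.

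Of the genes that Supplementary Table 1 lists for ±pim(st/SCI), 6 are interferon-induced transcripts, and all 6 were higher with pimozide, with a median log2(FC) of 1.98. A state of rat 76 alone is argued against as the whole cause, since without it the median was 1.19 with all 6 higher; without rat 75 it was 2.46. Against group B the median was 1.67, and 0.86 without rat 76. The 6 genes were picked in the paper from the same rats. The series of the rats is argued against, since rats 69 and 70 of that series were low (mean log2 levels of -1.00 and -0.78, against 1.38 and 2.49 in group D) and the median was 2.113 with a term for the series, all 6 higher. That term rests on intact rats, and a response to pimozide stays a hypothesis.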
